# Gene-coexpression network analysis identifies specific modules and hub genes related to cold stress in rice

**DOI:** 10.1186/s12864-022-08438-3

**Published:** 2022-04-01

**Authors:** Zhichi Zeng, Sichen Zhang, Wenyan Li, Baoshan Chen, Wenlan Li

**Keywords:** Cold stress, Transcriptome, WGCNA, Hub genes

## Abstract

**Background:**

When plants are subjected to cold stress, they undergo a series of molecular and physiological changes to protect themselves from injury. Indica cultivars can usually withstand only mild cold stress in a relatively short period. Hormone-mediated defence response plays an important role in cold stress. Weighted gene co-expression network analysis (WGCNA) is a very useful tool for studying the correlation between genes, identifying modules with high phenotype correlation, and identifying Hub genes in different modules. Many studies have elucidated the molecular mechanisms of cold tolerance in different plants, but little information about the recovery process after cold stress is available.

**Results:**

To understand the molecular mechanism of cold tolerance in rice, we performed comprehensive transcriptome analyses during cold treatment and recovery stage in two cultivars of near-isogenic lines (9311 and DC907). Twelve transcriptomes in two rice cultivars were determined. A total of 2509 new genes were predicted by fragment splicing and assembly, and 7506 differentially expressed genes were identified by pairwise comparison. A total of 26 modules were obtained by expression-network analysis, 12 of which were highly correlated with cold stress or recovery treatment. We further identified candidate Hub genes associated with specific modules and analysed their regulatory relationships based on coexpression data. Results showed that various plant-hormone regulatory genes acted together to protect plants from physiological damage under short-term low-temperature stress. We speculated that this may be common in rice. Under long-term cold stress, rice improved the tolerance to low-temperature stress by promoting autophagy, sugar synthesis, and metabolism.

**Conclusion:**

Through WGCNA analysis at the transcriptome level, we provided a potential regulatory mechanism for the cold stress and recovery of rice cultivars and identified candidate central genes. Our findings provided an important reference for the future cultivation of rice strains with good tolerance.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-022-08438-3.

## Background

Rice is one of the most important food crops and has a very wide planting area all over the world. It feeds most of the global population [1]. As a model plant, it plays an important role in research on genetic breeding and agricultural ecosystems. Rice-genome sequencing was completed for the first time in 2002, thereby providing abundant resources for studies on rice functional genomics [2, 3]. According to phylogenetic studies, rice can be divided into japonica and indica [4]. Indica is more sensitive to low temperature than japonica [5, 6].

Abiotic stresses such as salt stress, flooding, drought, freezing, and heavy-metal ions exert adverse effects on plant growth and reproduction [7–11]. Amongst them, cold stress primarily inflicts damage to plants during seed germination and morphogenesis [12–14]. After a long period of cold acclimation, plants in temperate regions are tolerant to cold stress, whereas plants adapted to tropical and subtropical environments are generally more sensitive to low temperature [15]. Low temperature seriously affects the geographical distribution of plants and reduces agricultural productivity [16].

At low temperature, the activities of starch hydrolysis and sugar metabolism are weakened, and the germination rate of rice seeds decreases [17]. Rice suffers from cold injury at the seedling stage, causing leaves to be discoloured, yellowed, curled, and wilted, as well as the growth to slow down and the biological cycle to be prolonged [18]. In the reproductive stage, low temperature affects microspore development, resulting in reduced pollen grains during anther development and improved spikelet sterility, thereby seriously reducing the rice yield [19]. Therefore, cultivating rice with excellent cold resistance is an important goal of rice breeding.

Under low-temperature stress, the chlorophyll content, plastid damage, and cell membrane fluidity of cold-sensitive plants decrease, whereas the unsaturated fatty acid synthesis, reducing sugar content, and cell metabolism of cold-tolerant plants increase [20]. RNA-sequence (RNA-seq) technology is a powerful tool for understanding the response mechanism of rice to cold stress. Many cold-responsive genes have been screened from rice, *Arabidopsis thaliana*, wheat, and sorghum by using structural gene-expression maps, and different regulation pathways in response to cold stress have been analysed. Plant cold-stress response is a complex biological process controlled by multiple genes. High-throughput transcriptome sequencing can provide new insights into the pathways and interaction networks of plant cold stress at the transcriptome level [21]. Amongst them, RNA-seq technology is widely used in cold-resistance gene screening and cold-resistance response regulation amongst different plants [22–26]. Cold stress can induce the expression of AP2-domain protein CBF family of transcription factors (CBFs), thereby activating the expression of downstream cold-responsive genes [27]. Inducer of CBF expression 1 is an upstream transcription factor that regulates CBF gene expression under cold stress [28]. Cold-stress response gene-expression pathways are classified as ABA dependent or ABA independent. ABF/AREB-dependent gene-expression pathways are ABA dependent, DREB1/CBF-dependent cold-response gene-expression pathways are ABA independent, and the two pathways are cross-linked and interdependent [29].

The genetic factors controlling this trait can be well revealed using near-isogenic rice varieties with similar genetic backgrounds and significant phenotypic differences of some traits [30]. In our early studies, we have identified some cold-tolerance (quantitative trait locus) QTLs, several of which have been successfully mapped using cold-tolerant QTL substitution line population mapping [31, 32]. We have sequenced the whole genome of cold-tolerant diploid wild rice DP30 and parents 9311 and DC907 in our laboratory. The whole-genome sequence alignment of the three sequences shows that cold-tolerant wild rice has obvious specific sequence segments. A near-isogenic cold-tolerant line is obtained by introducing the cold-tolerance QTL into 9311, which provides a suitable material to study the molecular physiological mechanism of cold-tolerance gene and a reliable material basis for the cold-tolerance breeding and utilisation of rice.

In the present study, we analysed the transcriptome of 9311 and DC907 during cold treatment and recovery. Transcriptome-sequencing technique was used to analyse the transcriptomes of two rice cultivars treated at different time intervals. These data provided very comprehensive and systematic information on transcriptome changes in different rice varieties under moderate and higher levels of low-temperature stress, as well as transcriptome changes during recovery after different degrees of low-temperature stress. Using these data, we performed weighted gene-coexpression network analysis (WGCNA) analysis to screen out modules that were highly correlated with different treatments, as well as coexpressed genes and candidate central genes in the modules. Our findings provided new insights into the molecular mechanism of cold stress and post-frostbite recovery in rice.

## Results

The phenotypic changes of rice seedlings at different stress stages are shown in Fig. 1. After 1 day of cold treatment, the appearance of 9311 and DC907 did not change significantly, and their growth conditions were similar, indicating that 9311 and DC907 had the ability to withstand short-term low temperatures. After 3 days of cold treatment, the leaves of 9311 curled and wilted, whereas those of DC907 did not. After 5 days of cold treatment, the leaves of 9311 began to wilt and turn yellow, whereas those of DC907 had a lower wilting degree. These results showed that DC907 had better low-temperature resistance than 9311 under longer low-temperature conditions. In the process of recovery test, with prolonged recovery time, CK and T1 treatment grew normally. In the recovery process of T3 treatments, 9311 leaves gradually turned yellow with prolonged recovery time, and all plants died at the end of 5 days of recovery. Conversely, for DC907, most original curled leaves gradually recovered and only a few leaves finally turned yellow and died with prolonged recovery time. In the recovery process of T5 treatment, leaf curl appeared in most rice varieties. With prolonged recovery time, all 9311 plants gradually turned yellow and eventually died at 5 days of recovery, whereas DC907 also turned yellow and died at the same time. After 5 days of recovery, only a few plants could maintain normal growth. Moreover, the cold resistance of DC907 was stronger than that of 9311, and the recovery ability was stronger after cold injury.

**Fig. 1:**
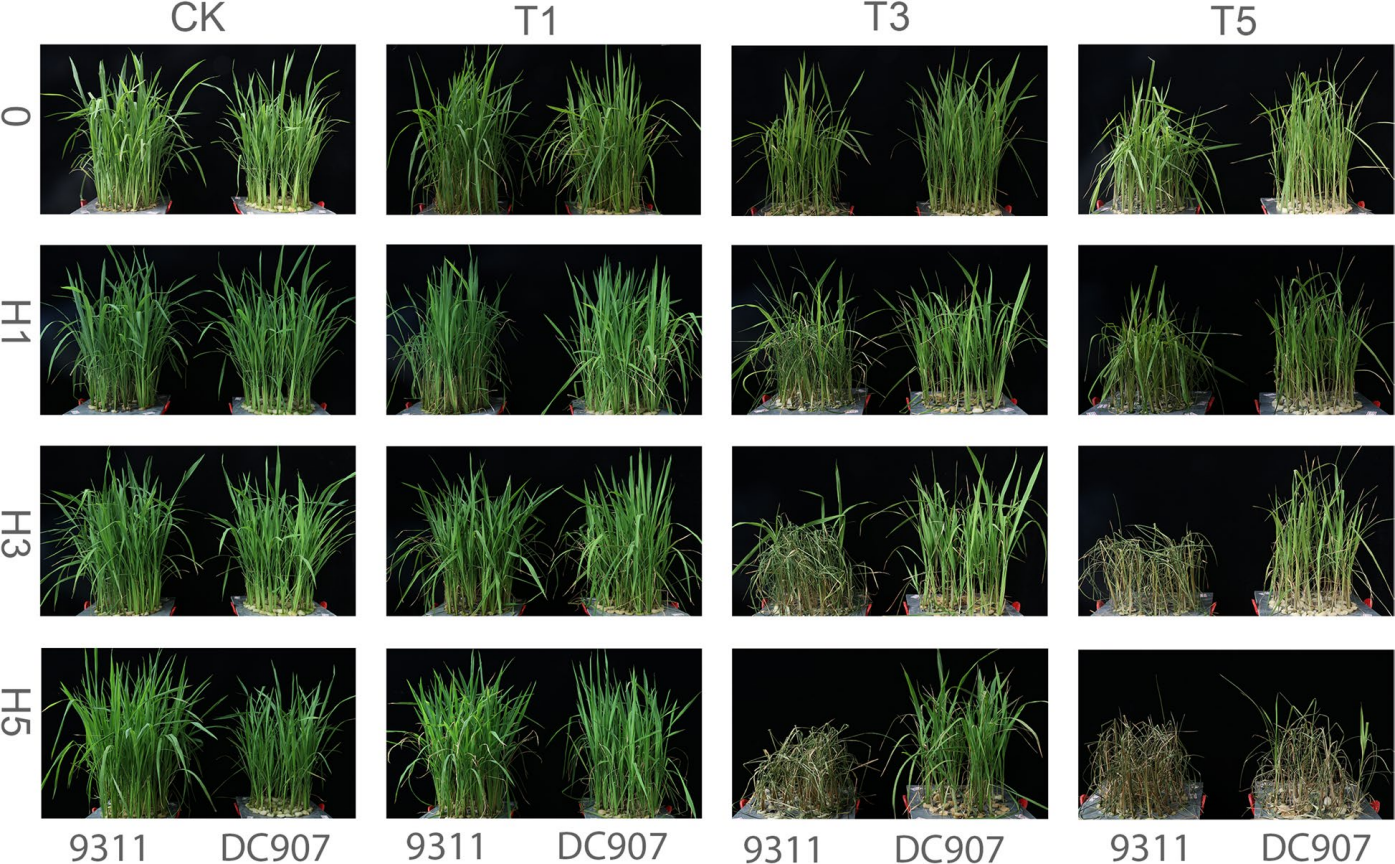
CK is the control group, T1 stands for 1 day of cold-stress treatment at 8 ℃, T3 stands for 3 days of cold-stress treatment at 8 ℃, T5 stands for 5 days of cold-stress treatment at 8 ℃, 0 stands for only cold-stress experiment, H1 stands for one day of normal temperature recovery after cold stress, H3 stands for 3 days of normal temperature recovery after cold stress, and H5 stands for 5 days of normal temperature recovery after cold stress

### Global transcriptome analysis of rice varieties

To avoid increasing the difficulty of data analysis and the analysis error caused by comparing multiple similar groups, some treatment groups were selected for transcriptome sequencing and subsequent analysis based on the above phenotypic observations. The materials and methods for transcriptome sequencing are described in detail. The transcriptomes of 10 experimental treatments (AT1, AT1H1, AT3, AT3H1, BT1, BT1H1, BT1H3, BT3, BT3H1, and BT3H3) (9311 and DC907 to represent A and B) and 2 blank controls (ACK and BCK) were sequenced.

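Each of the 12 treatments had 3 libraries, which gave 15 libraries of the cold-sensitive cultivar 9311 and 21 of the cold-insensitive cultivar DC907. T1 and T3 stand for 1 and 3 days at 8 ℃, H1 and H3 for 1 and 3 days of recovery after the cold, and CK for plants that were not cooled. The authors mapped the reads with HISAT2 to the indica genome and deposited the raw counts per gene and the FPKM made from them. The FPKM divided by the count, the library total and the length of the gene deviated from a constant by at most 1.2e-07 of its value. Between 10176660 and 18789555 counts per library fell on genes, with a median of 16621963.
DEGs were called from the raw counts with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, after TMM normalization and edgeR's own filter on low counts, at an adjusted p under 0.05. Each treatment was compared with the blank control of its cultivar, 3 libraries against 3. The alternatives to this fit were DESeq2, median-ratio size factors, no filter on low counts, at least 10 counts in every library, all 36 libraries in 1 fit, and the replicate number as a block. In an exact permutation test of 3 libraries against 3 the smallest two-sided p is 0.1, so single FPKM comparisons carry the ranges of the libraries beside it. Genes whose libraries separated 9311 from DC907 in CK, T1 and T1H1 were used as marker genes of the cultivars, a choice made after the values were seen. A marker gene had all 9 libraries of a cultivar above all 9 of the other and a difference of at least 2 in log2 of the CPM plus 0.1 (CPM, the count scaled to the library total). On 74 marker genes, the 6 libraries labelled AT3 or AT3H1 lay on the DC907 side for at least 82.4% of the genes. The libraries of ACK, AT1 and AT1H1, read on markers chosen without them, lay there for at most 24.6%. The conditions are given as the labels state them, and values of these 6 libraries are named as those of the libraries labelled AT3 or AT3H1.

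**Figure D1:**
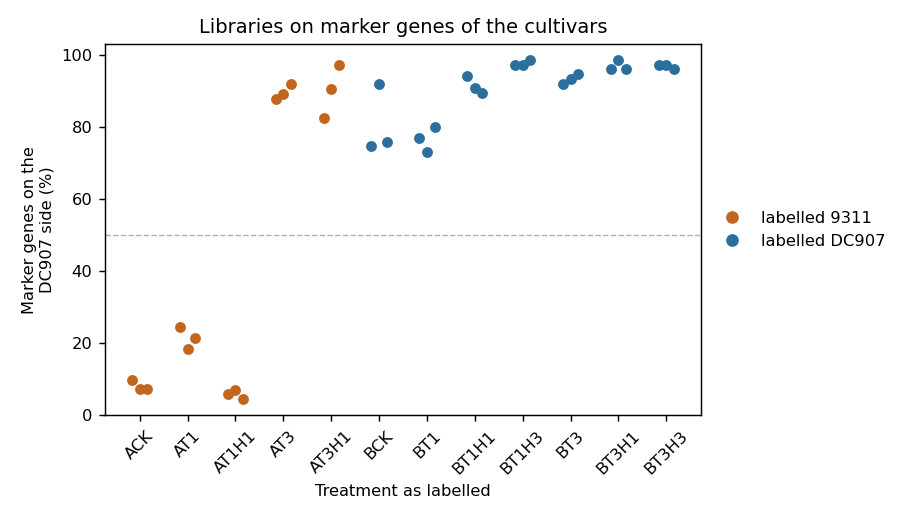
Share of marker genes (%) on the DC907 side in each library, by treatment as labelled, with orange points for libraries labelled 9311 and blue points for DC907; no library was used to choose the markers it is read on. The libraries labelled AT3 lie between 87.8% and 91.9%, and those of AT1 between 18.5% and 24.6%.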

RNA-seq analysis was performed using rice aboveground-tissue samples. Each treatment contained three biological replicates of 36 samples. The number of raw reads ranged from 39.72 million to 47.26 million, and the number of clean reads obtained by data filtering ranged from 38.96 million to 46.05 million. The percentage of Q30 base to total base ranged from 91.59% to 95.24% (Additional file 1). Rice reference genomes were compared using HISAT2 software [33], and results showed that the relative efficiency of 9311 and DC907 was 82.96%–95.15% and 89.89%–95.15% respectively. Amongst them, the relative efficiency of AT1_3 with genome was low (67.51%) (Additional file 2). However, we consider it as sequencing based on the previous quality-control results and sample correlation analysis. 

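The supplementary mapping table of the paper lists 67.5% of the reads of BT1 replicate 3 as mapped and 90.6% of those of AT1 replicate 3, both the paper's values. In the deposited counts, BT1 replicate 3 had a total of 10176660 and AT1 replicate 3 a total of 15813354. The total of BT1 replicate 3 was the lowest of the 36 libraries, and the next lowest was 14412904.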

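Across genes, the correlation of log2 CPM between libraries of the same treatment ranged from 0.857 to 0.964 in BT1 and from 0.882 to 0.943 in AT1. The lowest value of any treatment was 0.73, between libraries of ACK, and the highest was 0.979, between libraries of BT1H3. Genes are not independent replicates, so no p is given for these correlations.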

Considering the lack of depth, we did not believe it would adversely affect the follow-up analysis and decided to use it for such analysis.

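With BT1 replicate 3 left out, 4965 genes had an adjusted p under 0.05 in BT1 against BCK. The fits that left out BT1 replicate 1 or 2 gave 782 and 46 genes, and those that left out 1 of the BCK libraries gave 3276, 4073 and 2503.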

A total of 43 255 genes were identified by Cufflinks and Cuffcompare, including 40 745 annotated genes and 2509 new genes. 

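The deposited tables list 43254 genes, of which 2509 are new genes and the others carry an identifier of the annotation. At least 1 read was counted in at least 1 library on 35998 of them.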

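Averaged over the 3 libraries of a treatment, 26526 genes (61.3% of those listed) had an FPKM of at least 1 in at least 1 treatment, and 16569 genes (38.3%) had it in every treatment. The mean share over the 12 treatments was 49.6%. Of the new genes 69.8% were expressed in at least 1 treatment, and of the annotated genes 60.8%.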

Overall, about 51.6% of the genes were expressed in at least one of the 12 samples (fragments per kilobase of transcript per million [FPKM] > 1). 

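At a mean FPKM of at least 1, 22070 genes (51.0% of those listed) were expressed in ACK and 20227 genes (46.8% of those listed) in AT1. Counted library by library, these were 21185 ± 290.5 (SD, n = 3) genes in ACK and 19512 ± 1241 (SD, n = 3) in AT1. Each ACK library, from 20960 genes up, lay above each AT1 library, of which the highest had 20874; the exact permutation p of 0.1 is the smallest that 3 libraries against 3 allow. In DC907, 20926 genes (48.4% of those listed) were expressed in BT3H3 and 22434 genes (51.9% of those listed) in BT1H1. The libraries of BT1H1 held 21791 ± 1339 (SD, n = 3) expressed genes and those of BT3H3 20639 ± 497 (SD, n = 3), and their ranges overlapped. The alternative that moved AT1 most was an FPKM of at least 1 in all 3 libraries, which 17239 genes reached.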

The number of expressed genes ranged from 46.7% (T1) to 51.0% (CK) in 9311 and from 48.4% (T3H3) to 51.9% (T1H1) in DC907 (Fig. 2a). 

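Over the 12 treatments, low expression (FPKM from 1 to 3) held 16.4% to 19.9% of the expressed genes and medium expression (3 to 15) 32.6% to 36.3%. High expression (15 to 60) held 28.8% to 34.8%, and very high expression (60 and above) 14.6% to 17.5%.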

In all treatments, the number of genes with low (1 < FPKM < 3), medium (3 < FPKM < 15), high (15 < FPKM < 60), and very high expression (FPKM < 60) were similar (Fig. 2b). The number of genes with low expression (CK and T1) had the highest gene expression in the two cultivars.

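By mean FPKM, 4021 genes fell in the class of low expression in AT1 and 3621 in ACK, 4085 in BT1 and 3782 in BCK. Per library the class held 3739.7 ± 172 (SD, n = 3) in AT1, and the mean of ACK differed from it by about the size of the larger SD. In DC907 it held 3937 ± 61.4 (SD, n = 3) in BT1 and 3671 ± 103 (SD, n = 3) in BCK.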

**Fig. 2:**
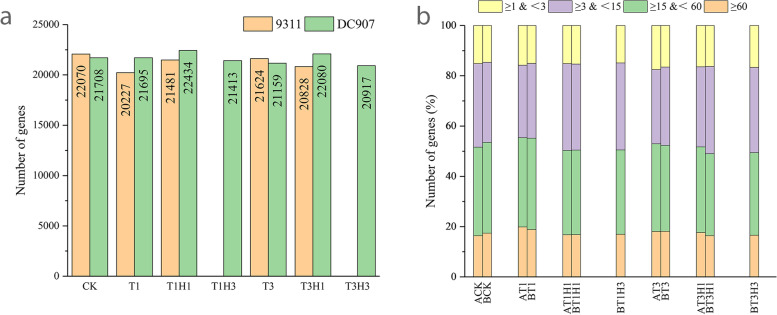
Gene expression of 9311 and DC907 at different treatment stages. Total number of genes expressed (**a**) and fraction of genes expressed at different expression levels (based on FPKM) (**b**) under different treatment in 9311 and DC907 are shown in the bar graphs

### Identification of differentially expressed genes (DEGs) in different treatments

To investigate the transcriptional differences between two rice varieties at different treatment stages, we identified the DEGs of the two rice varieties at each treatment stage. Each treatment stage was compared with CK, and DEGs were filtered with padj < 0.5. 

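Over the 4 comparisons of 9311 with ACK, 10307 genes had an adjusted p under 0.05 at least once, and over the 6 of DC907 with BCK 12132 genes. The 9311 count includes those of the libraries labelled AT3 and AT3H1, on the DC907 side of the marker genes. In 9311 an adjusted p under 0.5 gave 23542 genes, all 36 libraries in 1 fit 19799, DESeq2 17028 and the replicate number as a block 1703. Leaving out replicate 3 of every group gave 0, with 10565 genes at an unadjusted p under 0.05, and leaving out replicate 2 gave 11179. In DC907 the fits without replicate 3 and 2 gave 2792 and 4330 genes.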

Based on this formula, 4178 and 6054 of genes were significantly differentially expressed in 9311 and DC907. 

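In AT1 22644 genes were tested against ACK, which gave 6912 DEGs (3805 upregulated and 3107 downregulated). The libraries labelled AT3, on the DC907 side of the marker genes, gave 4542 DEGs (2345 upregulated and 2197 downregulated) against ACK, those labelled AT3H1 3226 DEGs (1483 upregulated and 1743 downregulated), and AT1H1 gave 2. The DEGs of AT1H1 were BGIOSGA009523, with a log2 fold change of 7.30 (adjusted p = 0.0254 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and BGIOSGA022816, with one of 3.47 (adjusted p = 0.0254). Both are named because the count is small, after their values were seen. With each of the 6 libraries of a comparison left out in turn, the number of DEGs ran from 1174 to 7497 in AT1 and from 0 to 5327 in AT1H1. It ran from 0 to 6652 for the libraries labelled AT3 and from 0 to 5325 for those labelled AT3H1. The deviations of same-numbered libraries from their group means correlated at -0.25 in AT1 and ACK, which gives no reason to pair them. The alternative fit with the replicate number as a block called 0 genes in AT1, where 8296 had an unadjusted p under 0.05. For the libraries labelled AT3 the correlation of same-numbered libraries was -0.19 and the block fit called 0 genes, with 6447 at an unadjusted p under 0.05. For those labelled AT3H1 the correlation was 0.12 and the block fit called 1703 genes. On simulated counts the block fit recovered 0% of the changed genes, so a low count with it does not tell how many genes changed. DESeq2 called 9740 genes in AT1 and 3458 in AT1H1.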

Amongst 9311 cold-sensitive rice cultivars, 2911 DEGs were identified in AT1, with the largest number of DEGs; 174 DEGs were identified in AT1H1, with the least number of DEGs. In the cold-insensitive rice cultivar DC907, 4380 DEGs were identified in BT3, with the largest number of DEGs; 285 DEGs were identified in BT1H3, with the least number of DEGs.

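BT3 gave 7898 DEGs (4002 upregulated and 3896 downregulated) among 23290 genes tested against BCK, BT1 gave 5292 DEGs (3017 upregulated and 2275 downregulated), BT3H3 gave 4095 DEGs (1894 upregulated and 2201 downregulated) and BT3H1 gave 1714 DEGs (819 upregulated and 895 downregulated). Neither BT1H1 nor BT1H3 had a gene with an adjusted p under 0.05, while 6546 genes in BT1H1 and 6968 in BT1H3 had an unadjusted p under 0.05. With each library left out in turn, the DEGs numbered 928 to 7761 in BT3, 0 to 3 in BT1H1 and 0 to 3119 in BT1H3. The deviations of same-numbered libraries of BT3 and BCK correlated at 0.22, and with the replicate number as a block 7215 genes were called. In BT1H1, where they correlated at -0.15, the block fit left the count at 0, with 4267 genes at an unadjusted p under 0.05. With DESeq2, 5148 genes were called in BT1H1 and 5313 in BT1H3.
The upregulated genes with the smallest p in BT3 were BGIOSGA004794 (log2 fold change 7.18, standard error 0.31, adjusted p = 0.0025 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and BGIOSGA020185 (log2 fold change 7.53, standard error 0.44, adjusted p = 0.0035 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The downregulated genes with the smallest p were BGIOSGA007327 (log2 fold change -6.34, standard error 0.40, adjusted p = 0.0035 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and BGIOSGA030481 (log2 fold change -5.19, standard error 0.33, adjusted p = 0.0035 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

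**Figure D2:**
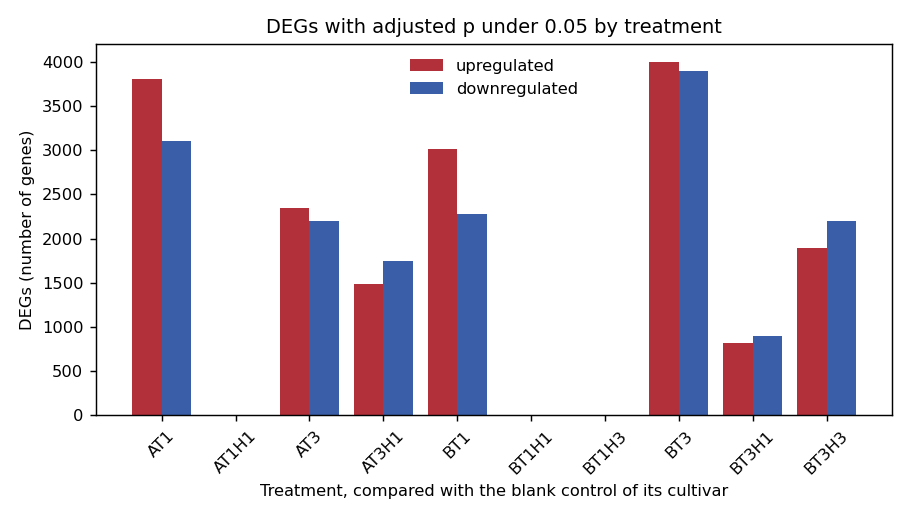
Number of DEGs with an adjusted p under 0.05 by treatment, each compared with the blank control of its cultivar (3 libraries against 3), with red bars for upregulated and blue bars for downregulated genes. BT3 has the tallest bars, and BT1H1 and BT1H3 have none.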

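Upregulated genes made up 55.0% of the DEGs of AT1 (95% Wilson interval 53.9% to 56.2%) and 51.6% of the DEGs of the libraries labelled AT3, on the DC907 side of the marker genes (95% Wilson interval 50.2% to 53.1%). The intervals cover the counting of genes only, and genes are not independent. With each library left out in turn, the share ran from 53.1% to 72.2% in AT1. It ran from 43.4% to 53.9% over the 3 fits of the libraries labelled AT3 that called any gene. With all 36 libraries in 1 fit the share rose, from 45.6% in AT1 to 50.1% in the libraries labelled AT3, and at an adjusted p under 0.5 from 46.8% to 50.7%.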

Interestingly, the proportion of upregulated genes in AT1 was 70% and that of upregulated genes in AT3 was 51%. 

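In DC907, upregulated genes made up 57.0% of the DEGs of BT1 (95% Wilson interval 55.7% to 58.3%) and 50.7% of the DEGs of BT3 (95% Wilson interval 49.6% to 51.8%).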

The proportion of upregulated genes in all differential genes decreased with increased cold treatment time; the proportion of upregulated genes in BT1 was 74%, and that of upregulated genes in BT3 was 60%. The proportion of upregulated genes in DC907 decreased with increased cold treatment time. 

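With each library left out in turn, the share of upregulated genes ran from 53.2% to 95.7% in BT1 and from 49.6% to 74.5% in BT3, so the difference between the days did not exceed the spread between these fits. With all 36 libraries in 1 fit the share rose, from 43.5% in BT1 to 46.0% in BT3.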

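The share of upregulated genes differed between the cultivars by less than the spread between the fits that left out 1 library, on either day of the cold treatment. With all 36 libraries in 1 fit it was lower in DC907 on both days, at 43.5% in BT1 against 45.6% in AT1 and 46.0% in BT3 against 50.1% in the libraries labelled AT3, on the DC907 side of the marker genes. A test of the cultivar difference itself, the change in DC907 minus the change in 9311 gene by gene, gave 1 gene after 1 day and 12 genes after 3 days with an adjusted p under 0.05, with the libraries labelled AT3 standing for 9311 at T3. Of those at T3, 3 were higher in DC907 and 9 lower.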

The proportion of upregulated genes in DC907 was slightly higher than 9311 on the first day of cold treatment, but the difference enlarged on the third day of cold treatment. The changes in number of these abnormal genes indicated that they may have had different molecular stress mechanisms at different stages of cold treatment. We also found that the number of DEGs in recovery treatment after 3 days of cold treatment was higher than that in recovery treatment after 1 day of cold treatment (Table 1). 

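At an unadjusted p under 0.05, 5459 genes differed from the control in AT1H1 and 8066 in the libraries labelled AT3H1, on the DC907 side of the marker genes. In DC907 this count was 7441 in BT3H1 and 8463 in BT3H3. The number of DEGs ran from 0 to 3080 in BT3H1 and from 0 to 4115 in BT3H3 with each library left out in turn. With DESeq2, 5829 genes were called in BT3H1 and 7549 in BT3H3. The difference in the number of DEGs between recovery after 1 and after 3 days of cold was not tested itself.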

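Between the recovery stages after 3 days of cold in DC907, 538 genes were upregulated in both BT3H1 and BT3H3, 604 were downregulated in both, and 0 had opposite directions. Both comparisons used the same BCK libraries, so a shared direction can come from these controls alone. How many genes would share it without any change was not tested.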

Results showed that with increased effect of cold treatment on rice, more genes were needed to participate in the recovery process to restore normal rice growth.

**Table 1:** Numbers of DEGs in each experimental-processing stage

Sample	Up	Down	Total
AT1 vs ACK	2034	877	2911
AT1H1 vs ACK	143	31	174
AT3 vs ACK	576	528	1104
AT3H1 vs ACK	522	501	1023
BT1 vs BCK	1612	558	2170
BT1H1 vs BCK	73	159	232
BT1H3 vs BCK	182	103	285
BT3 vs BCK	2658	1722	4380
BT3H1 vs BCK	292	300	592
BT3H3 vs BCK	345	608	953

### Functional-enrichment analysis of DEGs

A total of 7 506 DEGs were screened out after subcooling stress and recovery experiments. 

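Over the 10 comparisons, 15222 genes had an adjusted p under 0.05 at least once. After 1 day of cold, 2179 genes were upregulated and 1467 downregulated in both cultivars, and 7 went opposite ways. Between BT3 and the libraries labelled AT3, on the DC907 side of the marker genes, 1514 genes were upregulated and 1398 downregulated in both, and 12 went opposite ways.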

To understand the regulatory effects of these genes in different experimental approaches, Gene Ontology (GO) enrichment analysis was performed on DEGs in different experimental groups. At the T1 stage, DEGs were categorised in different GO terms, including RNA biosynthetic process, cellular metabolic process, and primary metabolic process. Results indicated that the transcriptional, translational, and metabolic activities of rice increased significantly within 1 day of cold treatment. At the T3 stage, the GO terms related to photosynthesis were significantly enriched. This finding showed that after a long period of cold treatment, the photosynthesis system of plants was damaged. In the process of recovery, the significantly enriched GO terms showed difference between the two rice varieties. In 9311 cultivars, many GO terms related to antioxidant activity were significantly enriched at the T1H1 and T3H1 stages, and it was found that a large number of genes involved in antioxidant activity in T3H1 were depressed. In DC907 cultivars, a significant difference existed in GO enrichment between recovery 1 and 3 days. At the T1H1 and T3H1 stages, many specific genes were enriched in flavonoid metabolic process and flavonoid biosynthetic process GO terms. At the T3H1 stage, GO terms related to ROS scavenging were enriched, such as detoxification, response to toxic substance, and oxidation–reduction process (Fig. 3). At different treatment stages, rice may resist low-temperature stress through various regulatory methods.

**Fig. 3:**
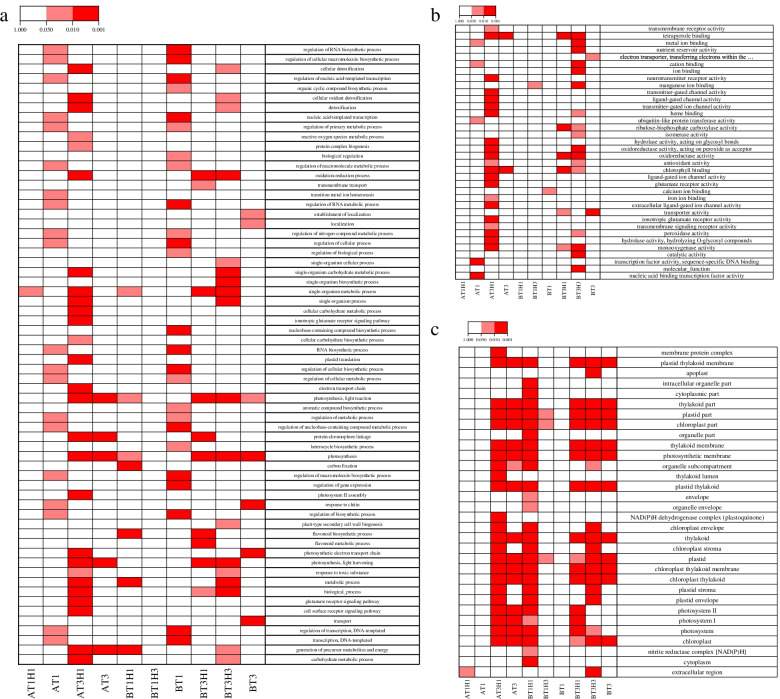
Enriched Gene Ontology (GO) terms of DEGs in 9311 and DC907 cultivars: biological process (**a**), molecular function (**b**), and cellular component (**c**). The colour scale at the top represents significance (corrected *P* value)

### Identification of DEGs at different treatment stages of rice seedlings

We analysed the expression profiles of genes related to plant-hormone biosynthesis, plant-hormone signal transduction, ROS scavenging, and plant antifreeze biosynthesis. CDPKs are a class of protein kinases that exist only in plants and some protozoa. Calcium participates in the signal-transduction process of calcium ion as a second messenger [34] and plays an important role in regulating plant growth and development signals and stress signals [35, 36]. Six CDPK-coding genes were upregulated during cold stress (Fig. 4a). Notably, the overall expression of CDPK-coding genes in 1 day of cold treatment was higher than that in 3 days of cold treatment. CML family proteins containing predicted Ca^2+^-binding EF-hand motif are potential calcium sensors [37]. Under abiotic stresses such as high temperature, low temperature, hypoxia, and darkness, the expression of CML protein significantly increases [38]. A total of 12 CML coding genes were identified to be upregulated under cold stress. The total expression level in 9311 was higher than that in DC907. Calcium participates in the signal-transduction pathway of rice cold-stress response, which is widespread in sensitive and cold-insensitive rice lines. Calcium signalling pathway primarily plays a regulatory role in the early cold-stress process of rice.

**Fig. 4:**
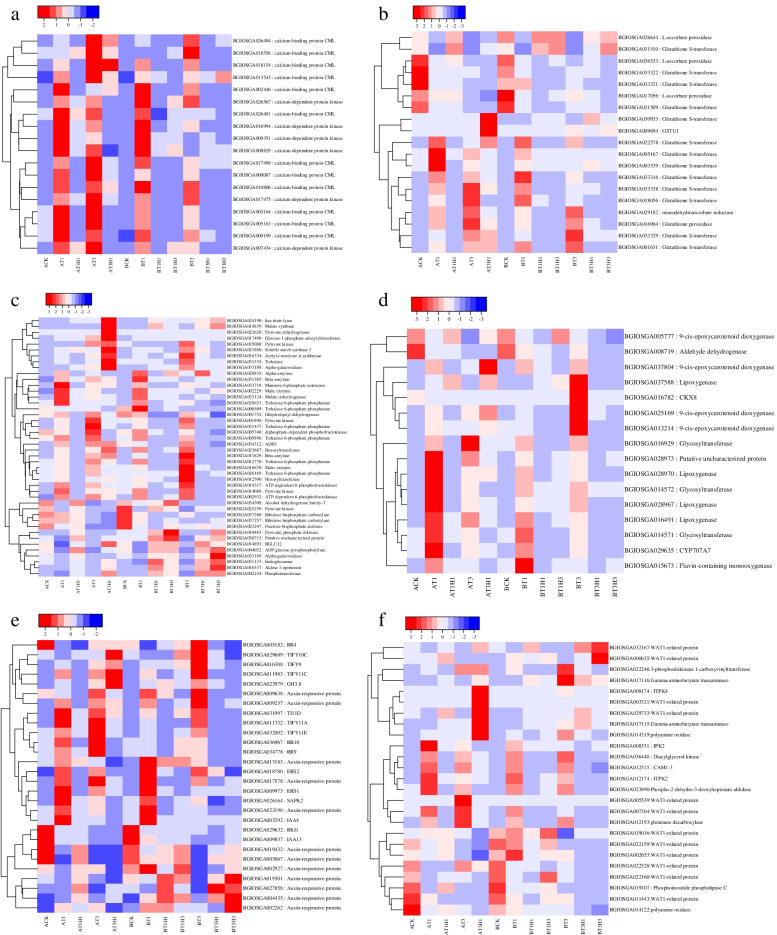
Differential expression of members of selected gene families in rice cultivars: calcium signal transduction (**a**), biosynthesis of antioxidants (**b**), sugar synthesis and metabolism (**c**), plant-hormone biosynthesis (**d**), plant-hormone signal transduction (**e**), and some other functional genes (**f**). The colour scale on the top represents Z-score

Reactive oxygen species (ROS) are important intermediates in the plant abiotic-stress process. An appropriate amount of ROS can regulate abiotic-stress responses in plants through signal-transduction pathways. With prolonged stress time, ROS accumulation inflicts oxidative damage to plants. During the cold treatment and restoration of rice, numerous differentially expressed antioxidant synthesis genes were screened (Fig. 4b). Glutathione transferase is ubiquitous in plants. It plays an important role in plant stress response by preventing the oxidative damage of ROS [39, 40]. Six glutathione S-transferase coding genes were overexpressed in AT1. 

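Of the 13 glutathione S-transferase genes whose identifiers could be read in Fig. 4b, 8 upregulated and 0 downregulated genes had an adjusted p under 0.05 in AT1 against ACK, and their log2 fold changes ranged from -2.97 to 6.49.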

At the AT3 stage, three glutathione S-transferases, one glutathione peroxidase, and one monodehydroascorbate reductase increased after cold treatment. 

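In the libraries labelled AT3, on the DC907 side of the marker genes, 3 upregulated and 2 downregulated of these glutathione S-transferase genes had an adjusted p under 0.05. The glutathione peroxidase gene BGIOSGA016904 had an FPKM of 1361 ± 1029 (SD, n = 3) in the libraries labelled AT3 and 159 ± 85.5 (SD, n = 3) in ACK. For BGIOSGA016904 the log2 fold change was 3.21 (standard error 0.99, adjusted p = 0.064 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 6.5e-05 to 0.27 over the alternatives with every library). BGIOSGA016904 stayed between 2.75 and 3.78 in the libraries labelled AT3 with each of the 6 libraries left out in turn, and 1 of these fits called it. BGIOSGA029182 had a log2 fold change in the libraries labelled AT3 of 5.29 (standard error 0.87, adjusted p = 0.016 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1.9e-10 to 0.088 over the alternatives with every library). The log2 fold change of the glutathione S-transferase gene BGIOSGA033329 was 3.10 (standard error 0.80, adjusted p = 0.041 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.00034 to 0.1 over the alternatives with every library). For BGIOSGA001631 the log2 fold change was 2.11 (standard error 0.60, adjusted p = 0.053 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0016 to 0.15 over the alternatives with every library).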

Five glutathione S-transferase coding genes were induced in AT1. 

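With DESeq2, 8 upregulated and 2 downregulated of the glutathione S-transferase genes of Fig. 4b were called in AT1, with median-ratio size factors 8 upregulated and 0 downregulated, and with all 36 libraries in 1 fit 7 upregulated and 2 downregulated.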

Two glutathione S-transferase coding genes BGIOSGA033329 and BGIOSGA001631, one glutathione peroxidase coding gene BGIOSGA016904, and one single dehydroascorbate reductase coding gene BGIOSGA029182 were induced to be expressed in BT3. 

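BGIOSGA033329 had an FPKM of 88.9 ± 38.8 (SD, n = 3) in BT3 and 9.58 ± 11.0 (SD, n = 3) in BCK. For BGIOSGA033329 the log2 fold change was 3.33 (standard error 0.77, adjusted p = 0.021 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 8.1e-05 to 0.021 over the alternatives with every library). BGIOSGA033329 stayed between 2.93 and 4.63 in BT3 with each of the 6 libraries left out in turn, and 3 of these fits called it. In BT3 BGIOSGA001631 had a log2 fold change of 1.85 (standard error 0.41, adjusted p = 0.019 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.00056 to 0.022 over the alternatives with every library). In BT3 BGIOSGA016904 had a log2 fold change of 2.33 (standard error 0.50, adjusted p = 0.017 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 3.6e-05 to 0.022 over the alternatives with every library). In BT3 BGIOSGA029182 had a log2 fold change of 3.92 (standard error 1.23, adjusted p = 0.048 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.00037 to 0.05 over the alternatives with every library). DESeq2 gave no p for BGIOSGA029182.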

In *Arabidopsis*, regulating the redox state through the ascorbic acid–glutathione cycle can reduce oxidative stress under many abiotic stresses [41]. Results showed that the ASA-GSH cycle played a positive role in the regulation of cold stress in rice, and with prolonged cold-treatment time, more enzymes became involved in the induction of expression.

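In BT1 against BCK, 4 upregulated and 2 downregulated of the glutathione S-transferase genes of Fig. 4b had an adjusted p under 0.05. In BT3 against BCK, 3 upregulated and 2 downregulated of the glutathione S-transferase genes of Fig. 4b had an adjusted p under 0.05, and their log2 fold changes ranged from -2.75 to 3.60. The paper draws its conclusion on the ASA-GSH cycle after listing genes induced in AT1, AT3 and BT3 and citing work on *Arabidopsis*.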

Sugar is an important regulator of plant growth, morphogenesis, and expression. It also plays an important role in maintaining basic plant-life activities and signal transduction. Trehalose accumulation in plants can improve plant tolerance to abiotic stress [42, 43]. In the present study, many genes involved in trehalose biosynthesis were induced and expressed. Two trehalose 6-phosphate phosphatase encoding trehalose 6-phosphate were significantly induced to be expressed in cold-treated day (AT1 and BT1) (Fig. 4c). It can remove phosphate from trehalose phosphate to produce free trehalose [42]. 

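The text gives no identifiers for these genes, and the genes below are those that Fig. 4c labels trehalose 6-phosphate phosphatase and whose identifiers could be read. The trehalose 6-phosphate phosphatase gene BGIOSGA028653 had an FPKM of 74.1 ± 21.2 (SD, n = 3) in AT1 and 18.1 ± 16.5 (SD, n = 3) in ACK. For BGIOSGA028653 the log2 fold change was 2.52 (standard error 0.73, adjusted p = 0.042 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0032 to 0.066 over the alternatives with every library). BGIOSGA028653 stayed between 1.94 and 3.42 in AT1 with each of the 6 libraries left out in turn, and 2 of these fits called it. In BT1 BGIOSGA028653 had a log2 fold change of 2.25 (standard error 0.82, adjusted p = 0.085 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.021 to 0.14 over the alternatives with every library). In AT1 BGIOSGA031437 had a log2 fold change of 3.79 (standard error 0.61, adjusted p = 0.0091 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 3.6e-08 to 0.05 over the alternatives with every library). In BT1 BGIOSGA031437 had a log2 fold change of 4.39 (standard error 0.70, adjusted p = 0.012 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 2e-08 to 0.038 over the alternatives with every library). The log2 fold change of BGIOSGA012770 in AT1 was 1.52 (standard error 0.95, adjusted p = 0.25 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.16 to 0.49 over the alternatives with every library). In BT1 BGIOSGA012770 had a log2 fold change of 2.63 (standard error 0.78, adjusted p = 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0053 to 0.14 over the alternatives with every library). BGIOSGA026169 fell under the filter on low counts on the first day of cold and was not tested.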

The expression of Trehalase gene BGIOSGA031535 increased in AT3H1 and BT3. 

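BGIOSGA031535 had an FPKM of 149 ± 10.9 (SD, n = 3) in BT3 and 5.64 ± 7.20 (SD, n = 3) in BCK. For BGIOSGA031535 the log2 fold change was 4.88 (standard error 0.95, adjusted p = 0.013 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 5.6e-08 to 0.014 over the alternatives with every library). BGIOSGA031535 stayed between 4.41 and 6.50 in BT3 with each of the 6 libraries left out in turn, and 5 of these fits called it. In the libraries labelled AT3H1, on the DC907 side of the marker genes, BGIOSGA031535 had a log2 fold change of 6.37 (standard error 1.38, adjusted p = 0.034 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 6.4e-08 to 0.039 over the alternatives with every library).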

Its main biological function is to hydrolyse trehalose into glucose. Four trehalose 6-phosphate phosphorylase coding genes were identified in BT3, which were upregulated and differed from the above genes. These results indicated that trehalose played an important role in maintaining the normal life activities of rice. 

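Which genes of Fig. 4c are meant cannot be told from the text, which says only that they differed from those above. The genes given here are the same as for the first day, so some of them may not be meant. BGIOSGA031437 had an FPKM of 80.1 ± 8.73 (SD, n = 3) in BT3 and 2.53 ± 2.38 (SD, n = 3) in BCK. For BGIOSGA031437 the log2 fold change was 5.11 (standard error 0.64, adjusted p = 0.0062 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 7.1e-15 to 0.0097 over the alternatives with every library). BGIOSGA031437 stayed between 4.77 and 5.99 in BT3 with each of the 6 libraries left out in turn, and 6 of these fits called it. In BT3 BGIOSGA028653 had a log2 fold change of 1.44 (standard error 0.78, adjusted p = 0.19 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.095 to 0.23 over the alternatives with every library). In BT3 BGIOSGA012770 had a log2 fold change of 3.17 (standard error 0.67, adjusted p = 0.016 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 2.7e-05 to 0.016 over the alternatives with every library). In BT3 BGIOSGA026169 had a log2 fold change of 5.03 (standard error 1.12, adjusted p = 0.019 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.00099 to 0.022 over the alternatives with every library).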

Under cold stress, different genes were expressed at different treatment stages, causing rice to have cold tolerance. The role of amylase in plants is to hydrolyse starch and ultimately decompose it into glucose. 

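The α-amylase gene BGIOSGA028835 had an FPKM of 3.40 ± 0.577 (SD, n = 3) in AT1 and 0.688 ± 0.366 (SD, n = 3) in ACK. For BGIOSGA028835 the log2 fold change was 2.77 (standard error 0.56, adjusted p = 0.015 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 6.9e-05 to 0.18 over the alternatives with every library). BGIOSGA028835 stayed between 2.39 and 3.21 in AT1 with each of the 6 libraries left out in turn, and 4 of these fits called it. In BT1 BGIOSGA028835 had a log2 fold change of 3.40 (standard error 1.19, adjusted p = 0.077 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0098 to 0.11 over the alternatives with every library). The β-amylase genes of Fig. 4c are BGIOSGA031385 and BGIOSGA011829.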

The expression of one α-amylase and two β-amylases were found to be induced during treatment. BGIOSGA028835 and BGIOSGA031385 were induced to be expressed during the first day of cold treatment, and BGIOSGA011829 was induced to be expressed in BT3. It can mediate maltose accumulation under freezing stress, thereby helping to protect the photosynthetic electron-transport chain [44, 45]. 

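BGIOSGA031385 had an FPKM of 212 ± 60.4 (SD, n = 3) in AT1 and 21.4 ± 8.03 (SD, n = 3) in ACK. Its adjusted p in AT1 was 0.0057 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 9.2e-13 to 0.05 over the alternatives with every library. Its log2 fold change stayed between 3.43 and 4.07 in AT1 with each of the 6 libraries left out in turn, and 6 of these fits called it. In BT1 BGIOSGA031385 had a log2 fold change of 2.53 (standard error 0.67, adjusted p = 0.038 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.00097 to 0.063 over the alternatives with every library). In BT3 BGIOSGA011829 had a log2 fold change of 5.92 (standard error 0.70, adjusted p = 0.0057 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 2.5e-23 to 0.0097 over the alternatives with every library). It was called on the first day of cold as well. In AT1 BGIOSGA011829 had a log2 fold change of 4.05 (standard error 0.76, adjusted p = 0.013 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 2.3e-07 to 0.05 over the alternatives with every library). In BT1 BGIOSGA011829 had a log2 fold change of 3.49 (standard error 0.58, adjusted p = 0.013 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 8.3e-08 to 0.038 over the alternatives with every library).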

Two genes encoding ribulose bisphosphate carboxylase (ribulose bisphosphate carboxylase) inhibited during treatment were involved in the immobilisation of carbon dioxide and the oxidation of pentose substrates in plants. Results showed that the photosynthesis capacity of plants decreased during cold treatment and short-term recovery, consistent with previous experimental observations and functional-enrichment analysis.

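Of the 39 genes with readable identifiers in Fig. 4d and 4e, 22 were upregulated and 0 downregulated at an adjusted p under 0.05 in AT1, and 22 and 0 in BT1. In BT3 19 were upregulated and 4 downregulated, and in the libraries labelled AT3, on the DC907 side of the marker genes, 7 and 3. During recovery the counts were 4 upregulated and 5 downregulated in the libraries labelled AT3H1, 1 and 1 in BT3H1, 3 and 6 in BT3H3, and 0 and 0 in AT1H1, BT1H1 and BT1H3. With DESeq2 25 and 1 were upregulated and downregulated in AT1, 25 and 0 in BT1, 24 and 4 in BT3 and 19 and 4 in the libraries labelled AT3. For recovery DESeq2 gave 12 and 8 in the libraries labelled AT3H1, 3 and 11 in BT3H1, 5 and 9 in BT3H3, 4 and 4 in AT1H1, 6 and 3 in BT1H1 and 10 and 1 in BT1H3, so during recovery calls in both directions depend on the test. A call at 1 stage and not at another was not tested as a difference between the stages.
Over the whole list of gene and treatment pairs that the paper names, written before these genes were tested, 107 pairs could be tested. Of these, 100 had the sign on the list and 71 were called with that sign. In the libraries labelled AT3, 1 further pair was called with the opposite sign. The paper took these genes from the same libraries, so a shared sign is no independent check. Adjusted over the list alone 88 were called with the listed sign, and with DESeq2 86. Of the 71 calls, 14 held in all 6 fits that each left out 1 library, and 57 were lost in at least 1. A list kept to directions given in the paper's text, made after the values were seen, had 78 tested pairs, 78 with the listed sign and 61 called. This shorter list is uneven. It left out glutathione S-transferase genes in the libraries labelled AT3 and trehalose 6-phosphate phosphatase genes in AT1 and BT1, which the text gives without identifiers. It kept the equally unnamed trehalose 6-phosphate phosphatase genes in BT3, so its share does not stand for all directions in the text. Both lists take some genes by a label of Fig. 4 where the text gives no identifier, and take the NCED gene BGIOSGA013214 as the figure reads it in place of BGIOSGA013244.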

We found that most plant-hormone biosynthesis and signal-transduction genes were upregulated during cold stress, suggesting that cold-stress response was the main process of cold tolerance in rice, and that the regulation of gene expression may play only an auxiliary role during recovery. 

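The NCED genes with readable identifiers in Fig. 4d are BGIOSGA025169, BGIOSGA013214, BGIOSGA037804 and BGIOSGA005777. BGIOSGA005777 had an FPKM of 87.2 ± 43.8 (SD, n = 3) in BT3 and 205 ± 136 (SD, n = 3) in BCK. For BGIOSGA005777 the log2 fold change was -1.25 (standard error 0.73, adjusted p = 0.22 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.12 to 0.23 over the alternatives with every library). BGIOSGA005777 had an FPKM of 9.41 ± 3.39 (SD, n = 3) in the libraries labelled AT3, on the DC907 side of the marker genes, and 207 ± 135 (SD, n = 3) in ACK. This was a log2 fold change of -4.36 (standard error 0.78, adjusted p = 0.019 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1.9e-07 to 0.1 over the alternatives with every library).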

Four NCED coding genes were significantly differentially expressed; amongst them, NCED was the rate-limiting enzyme in the process of ABA biosynthesis [46]. BGIOSGA025169 and BGIOSGA013244 were upregulated in BT3, whereas BGIOSGA083804 was induced during DC907 cold stress and in 9311 for 3 days (Fig. 4d). This finding indicated that the ABA biosynthesis pathway played an important role in the cold tolerance of rice. 

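BGIOSGA025169 had an FPKM of 169 ± 69.2 (SD, n = 3) in BT3 and 2.29 ± 2.48 (SD, n = 3) in BCK. For BGIOSGA025169 the log2 fold change was 6.31 (standard error 0.88, adjusted p = 0.0074 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1.4e-15 to 0.01 over the alternatives with every library). BGIOSGA025169 stayed between 5.86 and 7.43 in BT3 with each of the 6 libraries left out in turn, and 6 of these fits called it. BGIOSGA013244 was not called in BT3, with a log2 fold change of 0.44 (standard error 0.37, adjusted p = 0.38 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.19 to 0.48 over the alternatives with every library). Fig. 4d has no readable identifier of this spelling and reads BGIOSGA013214. In BT3 BGIOSGA013214 had a log2 fold change of 3.88 (standard error 1.00, adjusted p = 0.028 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 9.2e-05 to 0.03 over the alternatives with every library). BGIOSGA083804 is not among the identifiers of the tables, and Fig. 4d reads BGIOSGA037804. In BT1 BGIOSGA037804 had a log2 fold change of 2.94 (standard error 0.70, adjusted p = 0.029 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.00028 to 0.099 over the alternatives with every library). In BT3 BGIOSGA037804 had a log2 fold change of 3.12 (standard error 0.63, adjusted p = 0.014 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1.7e-05 to 0.019 over the alternatives with every library). In the libraries labelled AT3, on the DC907 side of the marker genes, BGIOSGA037804 had a log2 fold change of 1.57 (standard error 1.17, adjusted p = 0.37 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.16 to 0.57 over the alternatives with every library).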

CYP707A7 participated in the oxidative degradation of abscisic acid. 

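BGIOSGA029635 had an FPKM of 135 ± 47.3 (SD, n = 3) in AT1 and 7.07 ± 4.39 (SD, n = 3) in ACK. For BGIOSGA029635 the log2 fold change was 4.76 (standard error 0.61, adjusted p = 0.0061 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1.8e-13 to 0.051 over the alternatives with every library). BGIOSGA029635 stayed between 4.31 and 5.27 in AT1 with each of the 6 libraries left out in turn, and 6 of these fits called it. BGIOSGA029635 had a log2 fold change in the libraries labelled AT3, on the DC907 side of the marker genes, of 2.28 (standard error 1.01, adjusted p = 0.15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.026 to 0.48 over the alternatives with every library). In BT1 BGIOSGA029635 had a log2 fold change of 4.25 (standard error 1.08, adjusted p = 0.034 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 6.2e-05 to 0.11 over the alternatives with every library). In BT3 BGIOSGA029635 had a log2 fold change of 2.95 (standard error 0.88, adjusted p = 0.042 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0021 to 0.052 over the alternatives with every library).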

BGIOSGA029635, the coding gene of CYP707A7, was significantly induced during cold treatment. The expression of CYP707A7 in AT1 was higher than that in BT1H1 and AT1H1. 

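The FPKM of BGIOSGA029635 ranged from 91.0 to 185 over the AT1 libraries, from 1.66 to 2.12 over those of AT1H1 and from 1.22 to 2.74 over those of BT1H1. Each AT1 library lay above each of the others (exact permutation test, two-sided p = 0.1 for either comparison, the smallest that 3 libraries against 3 allow).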

We speculated that rice needed to accumulate more ABA to participate in cold signal transduction during 3 days of cold treatment. SAPK2 plays an important role in ABA signal transduction. 

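BGIOSGA026164 had an FPKM of 688 ± 268 (SD, n = 3) in AT1 and 134 ± 22.1 (SD, n = 3) in ACK. For BGIOSGA026164 the log2 fold change was 2.85 (standard error 0.44, adjusted p = 0.0086 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 2.2e-08 to 0.054 over the alternatives with every library). BGIOSGA026164 stayed between 2.47 and 3.14 in AT1 with each of the 6 libraries left out in turn, and 5 of these fits called it. BGIOSGA026164 had a log2 fold change in the libraries labelled AT3, on the DC907 side of the marker genes, of 1.31 (standard error 0.37, adjusted p = 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0022 to 0.16 over the alternatives with every library). In BT1 BGIOSGA026164 had a log2 fold change of 1.80 (standard error 0.58, adjusted p = 0.062 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.002 to 0.11 over the alternatives with every library). In BT3 BGIOSGA026164 had a log2 fold change of 0.98 (standard error 0.54, adjusted p = 0.19 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.067 to 0.25 over the alternatives with every library). The AT1 libraries of BGIOSGA026164 ran from 443 up and the libraries labelled AT3 reached 356 at most. In BT1 the lowest library had 396 and in BT3 the highest 357 (exact permutation test, two-sided p = 0.1 in either cultivar).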

We found that the SAPK2 coding gene BGIOSGA026164 was induced to be expressed in two cultivars during cold treatment, and that the expression level was higher than 3 days in 1 day (Fig. 4e). In rice, SAPK2 was strongly induced under salt and drought stress, and SAPK2 gene overexpression could reduce rice sensitivity to salt [47]. Jasmonic acids (JAs) are an important component of plant hormones. Lipoxygenase is a key enzyme in the biosynthesis of JA. 

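The lipoxygenase gene BGIOSGA028970 had an FPKM of 283 ± 145 (SD, n = 3) in AT1 and 12.1 ± 18.9 (SD, n = 3) in ACK. For BGIOSGA028970 the log2 fold change was 5.09 (standard error 1.52, adjusted p = 0.046 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0012 to 0.079 over the alternatives with every library). BGIOSGA028970 stayed between 4.39 and 8.28 in AT1 with each of the 6 libraries left out in turn, and 1 of these fits called it. In AT1 BGIOSGA028967 had a log2 fold change of 4.55 (standard error 1.38, adjusted p = 0.049 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.00031 to 0.093 over the alternatives with every library). In AT1 BGIOSGA016491 had a log2 fold change of 2.89 (standard error 0.38, adjusted p = 0.0062 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1.1e-09 to 0.05 over the alternatives with every library). DESeq2 gave no p for BGIOSGA028970.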

In the current work, we found that four genes encoding lipoxygenase were induced to be expressed during cold stress. BGIOSGA037588 was highly expressed in BT3 and the other three in AT1. 

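BGIOSGA037588 had an FPKM of 0.57 ± 0.404 (SD, n = 3) in BT3 and was listed at 0 in every library of BCK. Its lowest count in BT3 was 8, and it fell under the filter on low counts, so no fold change was tested. In BT3 3 of the other lipoxygenase genes had an adjusted p under 0.05, with log2 fold changes of 1.57 to 5.32.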

TIFY protein is a repressor of JA reaction [48]. 

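Fig. 4e has 5 TIFY genes with readable identifiers. In BT3 all of them had an adjusted p under 0.05 and a higher level than in BCK, also under the scaling alternatives, in BT1 2 did and in AT1 3.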

Six TIFY coding genes were identified to be differentially expressed during the treatment. 

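The TIFY10C gene BGIOSGA029689 had an FPKM of 146 ± 23.3 (SD, n = 3) in BT3 and 37.4 ± 34.4 (SD, n = 3) in BCK. For BGIOSGA029689 the log2 fold change was 2.07 (standard error 0.55, adjusted p = 0.03 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0021 to 0.029 over the alternatives with every library). BGIOSGA029689 stayed between 1.76 and 2.92 in BT3 with each of the 6 libraries left out in turn, and 1 of these fits called it. In BT3 TIFY9 (BGIOSGA016308) had a log2 fold change of 5.40 (standard error 1.06, adjusted p = 0.014 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1.9e-07 to 0.016 over the alternatives with every library). In BT3 TIFY11C (BGIOSGA011983) had a log2 fold change of 4.62 (standard error 0.98, adjusted p = 0.016 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 8.2e-07 to 0.018 over the alternatives with every library). In BT3 TI11D (BGIOSGA031997) had a log2 fold change of 3.31 (standard error 0.82, adjusted p = 0.025 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.00014 to 0.032 over the alternatives with every library). In BT3 TIFY11A (BGIOSGA011332) had a log2 fold change of 5.84 (standard error 0.54, adjusted p = 0.0049 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 9.5e-24 to 0.0093 over the alternatives with every library).
Among the other DC907 treatments TIFY10C had its highest mean in BT1H3, at 79.1 ± 17.0 (SD, n = 3). Among the other DC907 treatments TIFY9 had its highest mean in BT1H3, at 24.0 ± 8.00 (SD, n = 3). Among the other DC907 treatments TIFY11C had its highest mean in BT1, at 182 ± 101 (SD, n = 3). Among the other DC907 treatments TI11D had its highest mean in BT1H3, at 343 ± 118 (SD, n = 3). Among the other DC907 treatments TIFY11A had its highest mean in BT1, at 38.0 ± 26.9 (SD, n = 3). The BT3 libraries lay above those of BT1, BT1H1, BT1H3, BT3H1 and BT3H3 for every gene but TI11D (exact permutation test, two-sided p = 0.1 for each comparison). TI11D overlapped BT1 (p = 0.2 in the exact permutation test) and BT1H3.

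**Figure D3:**
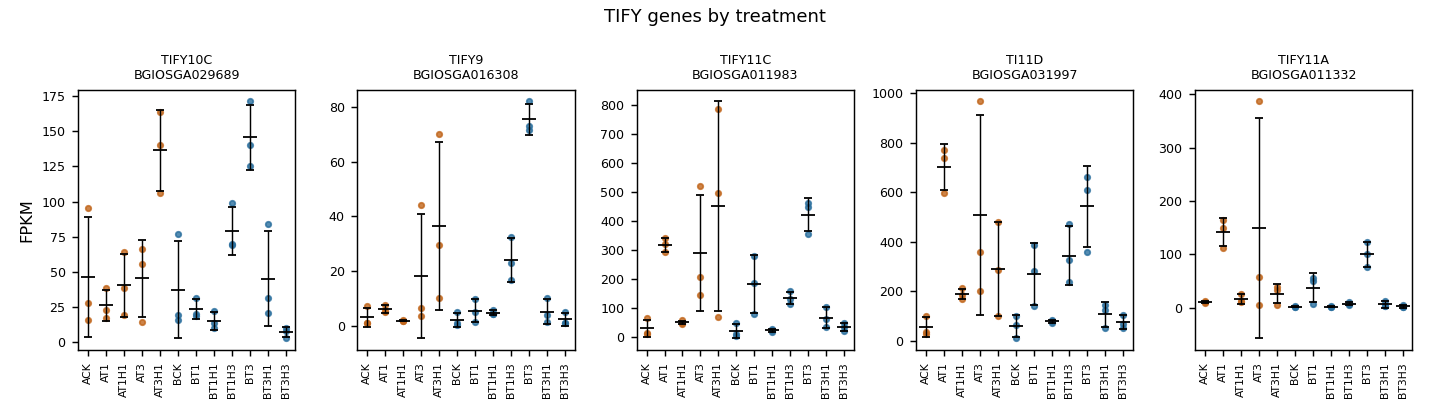
FPKM of the TIFY genes of Fig. 4e by treatment, with orange points for libraries labelled 9311 and blue points for DC907, and black bars for the mean ± SD of 3 libraries. For TIFY9 the BT3 libraries lie between 71.7 and 82.0, above every other DC907 treatment.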

Notably, TIFY protein was very highly expressed in BT3 compared with the DC907 treatment group. In the 9311 treatment group, they were expressed in AT1, AT3, and AT3H1 to varying degrees. 

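In AT1 TIFY10C had a log2 fold change of -0.35 (standard error 0.66, adjusted p = 0.7 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.55 to 0.97 over the alternatives with every library). In AT1 TIFY9 had a log2 fold change of 1.51 (standard error 0.88, adjusted p = 0.22 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.14 to 0.31 over the alternatives with every library). In AT1 TIFY11C had a log2 fold change of 3.93 (standard error 0.74, adjusted p = 0.013 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 6.4e-07 to 0.051 over the alternatives with every library). In AT1 TI11D had a log2 fold change of 4.22 (standard error 0.61, adjusted p = 0.0076 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1.1e-10 to 0.051 over the alternatives with every library). In AT1 TIFY11A had a log2 fold change of 4.13 (standard error 0.30, adjusted p = 0.004 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 4e-28 to 0.05 over the alternatives with every library). In the libraries labelled AT3, on the DC907 side of the marker genes, TI11D had a log2 fold change of 3.37 and TIFY11C one of 3.42 (adjusted p = 0.04 and 0.046 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). TIFY11A, TIFY9 and TIFY10C were not called there, with log2 fold changes of 3.88, 2.74 and 0.04. The sign for TIFY10C in the libraries labelled AT3 changed in 4 of the 6 fits that each left out 1 library, and in AT1 in 1 of 6. None of the TIFY genes was called in the libraries labelled AT3H1, where the log2 fold changes ran from 1.43 to 4.23 and the smallest adjusted p was 0.055 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.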

Cytokinin dehydrogenase 8 (CKX8) can catalyse cytokinin oxidation in plants. 

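BGIOSGA016782 had an FPKM of 8.01 ± 3.44 (SD, n = 3) in BT3 and 0.826 ± 0.838 (SD, n = 3) in BCK. For BGIOSGA016782 the log2 fold change was 3.38 (standard error 1.20, adjusted p = 0.069 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0078 to 0.076 over the alternatives with every library). BGIOSGA016782 stayed between 2.82 and 4.52 in BT3 with each of the 6 libraries left out in turn, and 1 of these fits called it. The lowest BT3 library of BGIOSGA016782 had an FPKM of 4.48, above every library of the other 11 treatments, of which the highest had 2.93, in ACK (exact permutation test, two-sided p = 0.1 against each). DESeq2 called it (adjusted p = 0.0078), as did the fit of all 36 libraries (adjusted p = 0.028 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).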

BGIOSGA016782, the coding gene of CKX8, was upregulated in BT3, and its expression was higher than that of other treatments. Flavin-containing monooxygenase may be involved in auxin biosynthesis in rice. 

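BGIOSGA015673 had an FPKM of 19.4 ± 4.01 (SD, n = 3) in AT1 and 1.17 ± 0.393 (SD, n = 3) in ACK. For BGIOSGA015673 the log2 fold change was 4.51 (standard error 0.39, adjusted p = 0.004 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 2.3e-22 to 0.05 over the alternatives with every library). BGIOSGA015673 stayed between 4.23 and 4.74 in AT1 with each of the 6 libraries left out in turn, and 6 of these fits called it. In BT1 BGIOSGA015673 had a log2 fold change of 4.79 (standard error 0.49, adjusted p = 0.0075 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 9.2e-18 to 0.037 over the alternatives with every library).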

We found that BGIOSGA015673, the coding gene of flavin-containing monooxygenase, was significantly induced to be expressed during cold treatment for 1 day. In this study, we also found that nine genes encoding auxin-response protein(ARF) were significantly differentially expressed during treatment. 

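Of the 12 auxin-responsive protein genes with readable identifiers in Fig. 4e, 5 upregulated and 0 downregulated genes had an adjusted p under 0.05 in AT1, 8 upregulated and 0 downregulated in BT1 and 2 upregulated and 4 downregulated in BT3. With DESeq2 these were 6 upregulated and 1 downregulated, 8 upregulated and 0 downregulated and 3 upregulated and 4 downregulated.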

IAA4 was upregulated during the first day of cold stress, IAA3 was inhibited in each treatment, and other ARF genes were inhibited or induced to varying degrees during the recovery treatment of DC907. 

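During the recovery of DC907, 0 upregulated and 1 downregulated of these genes had an adjusted p under 0.05 in BT3H1, with log2 fold changes of -2.01 to 1.53, and 2 upregulated and 0 downregulated in BT3H3, with a median of 0.68. None was called in BT1H1 or BT1H3, where they ranged from -1.77 to 1.96 and from -0.72 to 2.13.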

Results showed that auxin signal transduction played an important role in cold stress and recovery. 

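The ERS1 gene BGIOSGA009973 had an FPKM of 209 ± 56.1 (SD, n = 3) in AT1 and 43.6 ± 5.26 (SD, n = 3) in ACK. For BGIOSGA009973 the log2 fold change was 2.74 (standard error 0.35, adjusted p = 0.006 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 7.7e-11 to 0.05 over the alternatives with every library). BGIOSGA009973 stayed between 2.44 and 2.89 in AT1 with each of the 6 libraries left out in turn, and 6 of these fits called it. BGIOSGA009973 had a log2 fold change in the libraries labelled AT3, on the DC907 side of the marker genes, of 1.63 (standard error 0.32, adjusted p = 0.022 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 5.6e-07 to 0.098 over the alternatives with every library). In BT1 BGIOSGA009973 had a log2 fold change of 2.39 (standard error 0.38, adjusted p = 0.012 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1.1e-08 to 0.049 over the alternatives with every library). In BT3 BGIOSGA009973 had a log2 fold change of 0.92 (standard error 0.29, adjusted p = 0.046 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0053 to 0.093 over the alternatives with every library). Of the 6 fits that each left out 1 library, 0 called it in BT3, 2 in the libraries labelled AT3 and 5 in BT1.
The ERS2 gene of Fig. 4e, BGIOSGA018780 had an FPKM of 21.4 ± 3.06 (SD, n = 3) in AT1 and 6.57 ± 2.56 (SD, n = 3) in ACK. For BGIOSGA018780 the log2 fold change was 2.17 (standard error 0.33, adjusted p = 0.0081 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1.1e-06 to 0.05 over the alternatives with every library). BGIOSGA018780 stayed between 1.87 and 2.45 in AT1 with each of the 6 libraries left out in turn, and 4 of these fits called it. BGIOSGA018780 had a log2 fold change in the libraries labelled AT3 of 1.68 (standard error 0.60, adjusted p = 0.091 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0015 to 0.28 over the alternatives with every library). In BT1 BGIOSGA018780 had a log2 fold change of 1.61 (standard error 0.30, adjusted p = 0.016 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.00024 to 0.051 over the alternatives with every library). In BT3 BGIOSGA018780 had a log2 fold change of 1.31 (standard error 0.46, adjusted p = 0.066 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.013 to 0.13 over the alternatives with every library).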

Two genes encoding the ethylene-response sensor proteins ERS1 and ERS2 were induced to be expressed during cold treatment. 

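BGIOSGA009308 had an FPKM of 111 ± 26.4 (SD, n = 3) in AT1 and 16.5 ± 4.04 (SD, n = 3) in ACK. For BGIOSGA009308 the log2 fold change was 3.22 (standard error 0.38, adjusted p = 0.0053 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1.3e-12 to 0.05 over the alternatives with every library). BGIOSGA009308 stayed between 2.96 and 3.35 in AT1 with each of the 6 libraries left out in turn, and 6 of these fits called it. BGIOSGA009308 had a log2 fold change in the libraries labelled AT3, on the DC907 side of the marker genes, of 2.21 (standard error 0.35, adjusted p = 0.014 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1.6e-07 to 0.08 over the alternatives with every library). In BT1 BGIOSGA009308 had a log2 fold change of 2.95 (standard error 0.31, adjusted p = 0.0075 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 2.9e-17 to 0.038 over the alternatives with every library). In BT3 BGIOSGA009308 had a log2 fold change of 1.48 (standard error 0.34, adjusted p = 0.019 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0014 to 0.038 over the alternatives with every library).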

BGIOSGA009308 and BGIOSGA009973 were significantly upregulated during cold treatment. Through the above analysis of plant-hormone biosynthesis and signal-transduction pathways, we found complex synergistic regulatory networks and signal-transduction pathways amongst ABA, JA, auxin, and ethylene, which enabled rice to withstand low temperatures.

In addition to the aforementioned pathways that had been extensively studied under abiotic stress, we screened several genes that were differentially expressed during cold treatment and recovery, and these genes may play important roles in regulating cold tolerance or recovery in rice. From literature, we can find that Phosphoinositide phospholipase C coding gene is significantly downregulated during cold treatment. It can mediate the production of the second messenger molecule diacylglycerol and inositol 1,4,5-triphosphate through the phosphatidylinositol signalling pathway [49]. Herein, we also found that one gene encoding Inositol polyphosphate multikinase (IPK2) and one gene encoding Inositol-tetrakisphosphate 1-kinase 2 (ITPK2) were upregulated during cold treatment. 

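The IPK2 gene BGIOSGA008331 had an FPKM of 128 ± 32.5 (SD, n = 3) in AT1 and 10.8 ± 5.77 (SD, n = 3) in ACK. For BGIOSGA008331 the log2 fold change was 4.05 (standard error 0.47, adjusted p = 0.0052 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1.2e-13 to 0.05 over the alternatives with every library). BGIOSGA008331 stayed between 3.66 and 4.47 in AT1 with each of the 6 libraries left out in turn, and 6 of these fits called it. BGIOSGA008331 had a log2 fold change in the libraries labelled AT3, on the DC907 side of the marker genes, of 2.26 (standard error 0.50, adjusted p = 0.028 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 9e-06 to 0.088 over the alternatives with every library). In BT1 BGIOSGA008331 had a log2 fold change of 2.81 (standard error 0.44, adjusted p = 0.012 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 5.6e-07 to 0.043 over the alternatives with every library). In BT3 BGIOSGA008331 had a log2 fold change of 1.61 (standard error 0.37, adjusted p = 0.02 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.00058 to 0.027 over the alternatives with every library).
The ITPK2 gene BGIOSGA012174 had an FPKM of 64.6 ± 12.4 (SD, n = 3) in AT1 and 16.1 ± 1.30 (SD, n = 3) in ACK. For BGIOSGA012174 the log2 fold change was 2.48 (standard error 0.29, adjusted p = 0.0053 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 3.3e-10 to 0.05 over the alternatives with every library). BGIOSGA012174 stayed between 2.32 and 2.69 in AT1 with each of the 6 libraries left out in turn, and 6 of these fits called it. BGIOSGA012174 had a log2 fold change in the libraries labelled AT3 of 1.05 (standard error 0.37, adjusted p = 0.085 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.019 to 0.21 over the alternatives with every library). In BT1 BGIOSGA012174 had a log2 fold change of 2.34 (standard error 0.30, adjusted p = 0.0092 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 3.4e-09 to 0.038 over the alternatives with every library). In BT3 BGIOSGA012174 had a log2 fold change of 1.68 (standard error 0.30, adjusted p = 0.011 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 4.7e-05 to 0.024 over the alternatives with every library).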

Notably, their expression level on 1 day after cold treatment was higher than that 3 days after cold treatment and BT3. 

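The FPKM of the IPK2 gene ranged from 103 to 165 in AT1 against 33.7 to 64.0 in the libraries labelled AT3, on the DC907 side of the marker genes, and from 53.9 to 85.4 in BT1 against 29.4 to 33.1 in BT3. That of the ITPK2 gene ranged from 51.2 to 75.6 in AT1 against 24.6 to 43.0 in the libraries labelled AT3, and from 51.1 to 53.4 in BT1 against 31.3 to 38.9 in BT3. In each of these 4 comparisons the libraries did not overlap (exact permutation test, two-sided p = 0.1, the smallest that 3 libraries against 3 allow).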

Both genes were involved in inositol phosphate metabolism [50, 51]. 

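The CAM1-3 gene BGIOSGA012515 had an FPKM of 1003 ± 402 (SD, n = 3) in AT1 and 229.9 ± 132 (SD, n = 3) in ACK. For BGIOSGA012515 the log2 fold change was 2.60 (standard error 0.52, adjusted p = 0.015 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 3.1e-05 to 0.055 over the alternatives with every library). BGIOSGA012515 stayed between 2.24 and 3.10 in AT1 with each of the 6 libraries left out in turn, and 4 of these fits called it. BGIOSGA012515 had a log2 fold change in the libraries labelled AT3, on the DC907 side of the marker genes, of 1.96 (standard error 0.57, adjusted p = 0.056 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0017 to 0.18 over the alternatives with every library). In BT1 BGIOSGA012515 had a log2 fold change of 2.15 (standard error 0.57, adjusted p = 0.038 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0015 to 0.057 over the alternatives with every library). In BT3 BGIOSGA012515 had a log2 fold change of 2.06 (standard error 0.56, adjusted p = 0.032 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0016 to 0.039 over the alternatives with every library). The AT1 libraries overlapped those of BT1, BT3 and the libraries labelled AT3 (exact permutation test, two-sided p = 0.5 against BT1, 0.6 against BT3 and 0.5 against those labelled AT3), so the order of these means is within the spread of the libraries.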

CAM1-3 was induced to be expressed during cold treatment, and the highest expression was in AT1. The differential expression of these genes suggested that the activation of the phosphoinositol signalling pathway may play a potential role in maintaining cell homeostasis under cold stress. Polyamines are plant growth regulators that participate in important physiological processes, such as plant growth and development, sex differentiation, aging, and environmental adaptation [52, 53]. We found that two polyamine oxidase coding genes were significantly differentially expressed during treatment. 

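The polyamine oxidase gene BGIOSGA014319 had an FPKM of 483 ± 128 (SD, n = 3) in BT3 and 115 ± 39.2 (SD, n = 3) in BCK. For BGIOSGA014319 the log2 fold change was 2.08 (standard error 0.38, adjusted p = 0.012 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1e-08 to 0.02 over the alternatives with every library). BGIOSGA014319 stayed between 1.93 and 2.23 in BT3 with each of the 6 libraries left out in turn, and 5 of these fits called it.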

BGIOSGA014319 was induced in BT3 and BGIOSGA014122 was significantly downregulated during the recovery of 9311 and DC907 after 3 days of cold treatment (Fig. 4f). 

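BGIOSGA014122 had an FPKM of 28.9 ± 9.33 (SD, n = 3) in the libraries labelled AT3H1, on the DC907 side of the marker genes, and 180.0 ± 53.5 (SD, n = 3) in ACK. For BGIOSGA014122 the log2 fold change was -2.61 (standard error 0.44, adjusted p = 0.026 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 8e-07 to 0.034 over the alternatives with every library). BGIOSGA014122 stayed between -2.80 and -2.34 in the libraries labelled AT3H1 with each of the 6 libraries left out in turn, and 2 of these fits called it. In BT3H1 BGIOSGA014122 had a log2 fold change of -2.83 (standard error 0.26, adjusted p = 0.016 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 2e-20 to 0.063 over the alternatives with every library). In BT3H3 BGIOSGA014122 had a log2 fold change of -3.43 (standard error 0.23, adjusted p = 0.013 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 2.1e-41 to 0.068 over the alternatives with every library).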

Polyamine oxidase participates in secondary amino oxidation and plays an important role in regulating intracellular polyamine solubility [54]. After cold treatment, we found that the genes involved in spermidine biosynthesis showed an induced expression trend. Spermine may play an antifreezing role in rice. Gamma-aminobutyric acid (GABA) is a non-protein amino acid converted from l-glutamic acid. Aluminum activates malate transporter activity to regulate plant growth, development, and stress-response signals [55–57]. The expression of the glutamate decarboxylase gene BGIOSGA012193 was significantly upregulated after cold treatment and increased with prolonged cold-treatment time. 

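BGIOSGA012193 had an FPKM of 140.0 ± 63.8 (SD, n = 3) in AT1 and 8.97 ± 12.9 (SD, n = 3) in ACK. For BGIOSGA012193 the log2 fold change was 4.45 (standard error 1.27, adjusted p = 0.04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.00019 to 0.064 over the alternatives with every library). BGIOSGA012193 stayed between 3.78 and 6.91 in AT1 with each of the 6 libraries left out in turn, and 1 of these fits called it. In the libraries labelled AT3, on the DC907 side of the marker genes, BGIOSGA012193 had a log2 fold change of 5.32 (standard error 1.41, adjusted p = 0.044 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.00076 to 0.12 over the alternatives with every library). In BT1 BGIOSGA012193 had a log2 fold change of 3.93 (standard error 1.66, adjusted p = 0.12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0082 to 0.16 over the alternatives with every library). In BT3 BGIOSGA012193 had a log2 fold change of 4.33 (standard error 1.76, adjusted p = 0.099 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0039 to 0.11 over the alternatives with every library). Against AT1, the libraries labelled AT3 overlapped (exact permutation test, two-sided p = 0.2), while each BT3 library lay above each BT1 library (p = 0.1 in the exact permutation test). DESeq2 gave no p for BGIOSGA012193 in the libraries labelled AT3 and in BT1.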

Glutamic acid decarboxylase can catalyse the conversion of l-glutamic acid to GABA. According to the above experimental results, GABA and spermidine may play the role of antifreeze protector in rice and induce expression in cold treatment.

Numerous transcription factors are reportedly involved in abiotic stress [58–60]. Two transcription-factor encoding genes, namely, the dehydration-responsive element binding factors DREB1B and DREB1C, were significantly upregulated at the BT3 stage. Interestingly, DREB1B was also significantly induced in 9311 cultivars during 1 day of cold treatment (Fig. 5 AP2/EREBP). The high expression of DREB1B may endow tobacco plants with resistance to high salt, cold, and drought stress, and inserting *OsDREB1B* gene into tobacco can make plants more tolerant to oxidative and freezing stress than the wild type [61]. In *Arabidopsis*, DREB1C negatively regulates the expression of CBF1/DREB1B and CBF3/DREB1A and plays a negative role in stress tolerance [62]. However, in rice cultivars, DREB1C may play an essential role in cold tolerance. In DC907 cultivars, stress-induced transcription factor NAC1 is induced after cold stress (Fig. 5 NAC). It is also upregulated in AT1. In rice, *OsPP18* is regulated by SNAC1 and regulates ROS homeostasis through the abscisic acid-independent pathway, thereby conferring oxygen stress and drought tolerance [63]. Ten putative WRKY transcription factors were filtered from all upregulated DEGs (Fig. 5 WRKY). WRKYs had different biological functions in plants and participate in response to biotic and abiotic stresses [64–66].

**Fig. 5:**
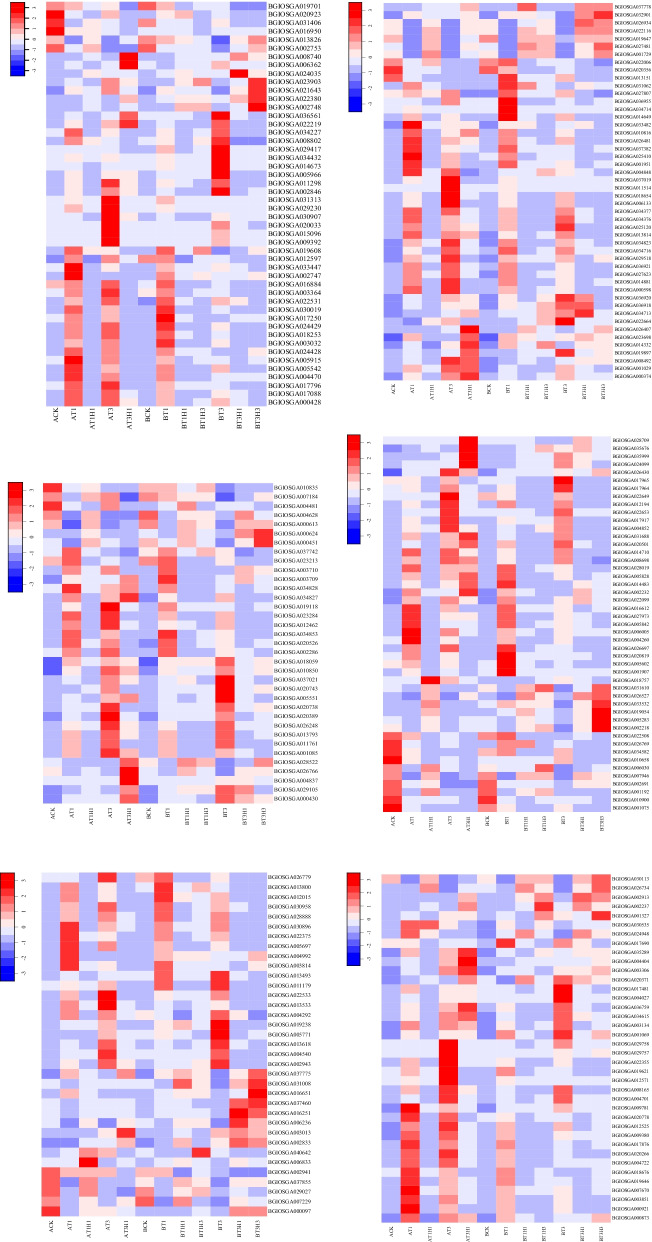
Heatmaps showing the expression profiles of TF family members selected from two rice varieties during cold-stress treatment and recovery

### Analysis of gene-coexpression network

We used WGCNA analysis to further understand the gene expression of the two near-isogenic lines rice in different treatments and to screen out the characteristic genes related to cold tolerance. After filtering raw data in materials and methods, 19 894 genes were retained for WGCNA analysis. 

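With a mean FPKM of at least 1 in at least 1 treatment, the 75% of genes with the largest median absolute deviation and a deviation above 0.01, 19895 genes remained. With an FPKM of at least 1 in 1 library in place of the mean, 21329 remained, and without the quantile 25687.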

The coexpression network was constructed based on the gene expression of all samples. The module was a cluster of highly interconnected genes, agreeing that the genes in the cluster were highly correlated with one another. A total of 26 modules were identified for different colours, and the grey for genes meant no assignment to any module. 

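A network built anew from the FPKM of these genes (unsigned, power 6, modules of at least 20 genes, merging above an eigengene correlation of 0.85) gave 63 modules and left 8437 genes outside any module. The tree was cut by a rewritten form of the dynamic hybrid method, so the modules carry numbers by size and not the colours of the paper. Merging above 0.75 moved the number most, to 35 modules. With log2 of the FPKM plus 1 there were 59, in a signed network 60, without BT1 replicate 3 67 and with power 9 72.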

Considering the specific expression of genes in different samples, the correlation coefficients amongst different samples of the 26 modules differed. Notably, 13 out of the 26 coexpression modules showed high correlation with single sample (r > 0.6). 

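The eigengenes of 23 modules correlated above 0.6 with exactly 1 treatment, each treatment coded as its 3 libraries against the other 33. With this coding the rank correlation rho given below cannot exceed 0.48. It reaches this value when all 3 libraries rank above the other 33. Merging above 0.75 left 12, and log2 of the FPKM plus 1 10, while power 9 gave 31, leaving out BT1 replicate 3 27 and a signed network 20.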

WGCNA analysis can also be used to construct gene-expression networks, where each node represents a gene and the line (edges) represents the correlation between two connecting genes (Fig. 6). Hub genes refer to genes with high connectivity in modules. Hub genes with high connectivity are usually regulatory factors (the upstream position of the regulatory network), whereas those with low connectivity are usually downstream genes in the regulatory network (e.g., transporters, catalytic enzymes, etc.). Hub genes are linked to more genes in the interaction network and have a high KME value.

**Fig. 6:**
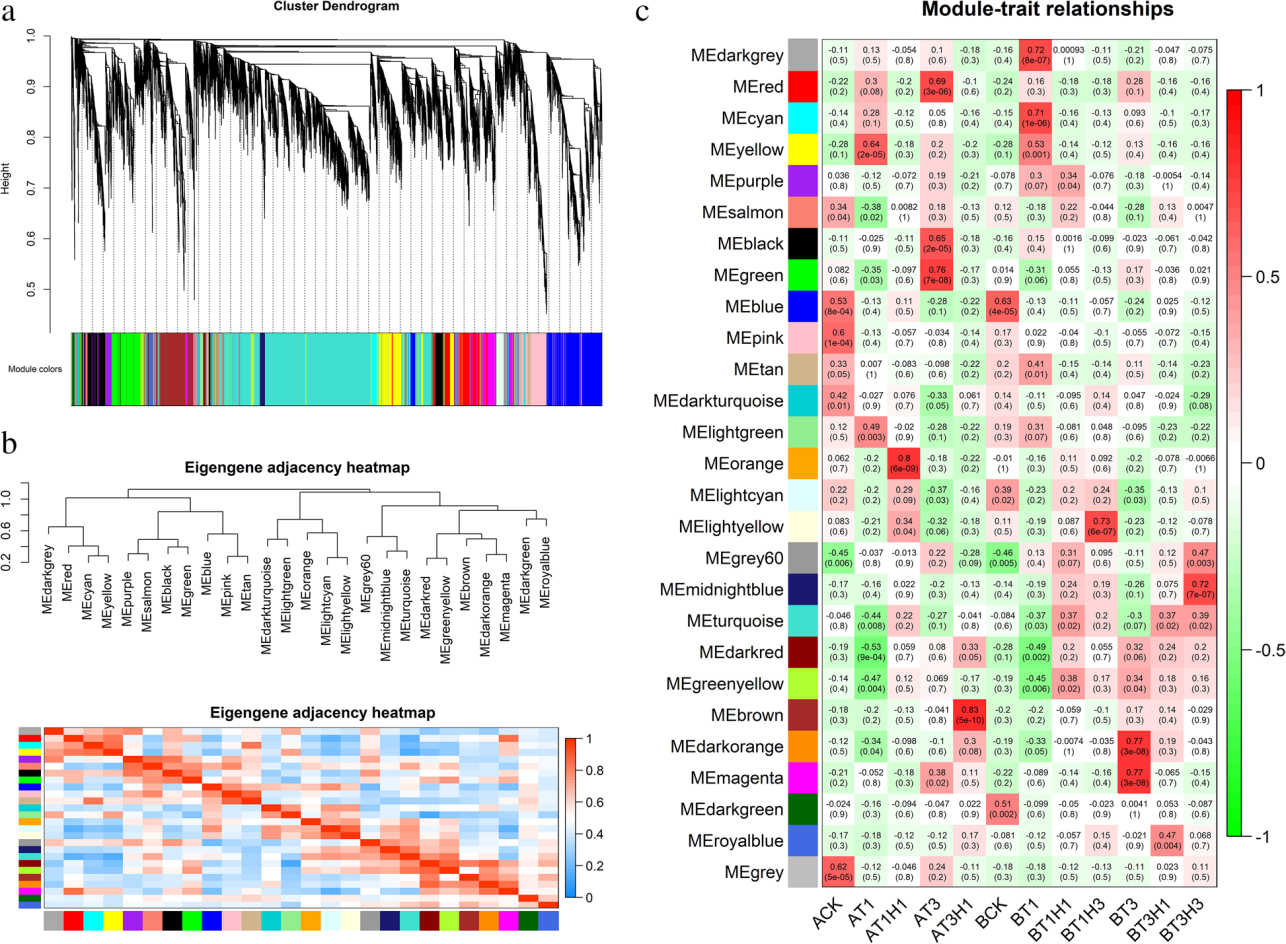
Coexpression network of different treatments in rice cultivars. (**a**) Hierarchical cluster tree showing coexpression modules identified by WGCNA. Each leaf in the tree represents one gene. The major tree branches constitute 36 modules, labeled with different colours. (**b**) Hierarchical clustering of module genes that summarize the modules found in the clustering analysis. Branches of the dendrogram group together with genes that were positively correlated. (**c**) Each row corresponds to a module eigengene (correlation between a column and a trait). Each cell contains the corresponding correlation and P value. The table was colour coded by correlation in accordance with the figure

In the yellow module, 1410 genes highly correlated with AT1 were identified. 

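The modules whose eigengene correlated above 0.6 with AT1 numbered 2 and held 424 genes. In the 5 other networks 1 to 3 modules passed, and on log2 of the FPKM plus 1 1 with 92 genes. Module 11, of 264 genes, had an eigengene correlation of r = 0.74 with AT1 (rho = 0.47; exact permutation p = 0.00028 for r and 0.00056 for rho, adjusted p = 0.019 and 0.028 over the 756 pairs of module and treatment by the Benjamini-Hochberg method). Its r ran from 0.47 to 0.61 when a single library of the treatment was kept. Singly, 377 genes had an FPKM that correlated above 0.6 with AT1, 46 genes did so on the log2 scale with a pseudocount of 1, and 14 of 1000 random sets of 3 libraries gave as many. The median over the random sets was 6 genes and the largest 758. Most random sets mix treatments, as do most choices behind the exact permutation p. Here and for the other treatments, both therefore reflect the likeness of replicates and do not test specificity to a treatment. The log2 scale was the alternative that moved this count most after the pseudocount of 0.1, with which 31 genes were counted.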

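In the network with power 6 no eigengene correlated above 0.6 with AT1H1. With power 9 1 module of 46 genes did (r = 0.779), and without BT1 replicate 3 1 of 39 genes (r = 0.727), and in the other networks none did. Module 46, of 81 genes, had an eigengene correlation of r = 0.38 with AT1H1 (rho = 0.37; exact permutation p = 0.011 for r and 0.023 for rho, adjusted p = 0.11 and 0.13 over the 756 pairs of module and treatment by the Benjamini-Hochberg method). When 1 library of the treatment was kept, r was between 0.17 and 0.33. Gene by gene, 45 genes had an FPKM that correlated above 0.6 with AT1H1, and 8 genes did so on the log2 scale with a pseudocount of 1. For comparison, 159 of 1000 random sets of 3 libraries gave as many.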

A total of 39 specific genes of AT1H1 were found in the orange module. A total of 1097, 1095, and 1114 genes were found to be highly correlated with AT3 in red, black, and green. 

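For the libraries labelled AT3, on the DC907 side of the marker genes, 7 modules with 1104 genes had an eigengene correlation above 0.6. Module 16, of 202 genes, had an eigengene correlation of r = 0.90 with the libraries labelled AT3 (rho = 0.48; exact permutation p = 0.00014 for r and 0.00028 for rho, adjusted p = 0.012 and 0.024 over the 756 pairs of module and treatment by the Benjamini-Hochberg method). With only 1 of the 3 libraries kept, r was 0.72 to 0.86. Module 32, of 128 genes, had an eigengene correlation of r = 0.88 with the libraries labelled AT3 (rho = 0.48; exact permutation p = 0.00014 for r and 0.00028 for rho, adjusted p = 0.012 and 0.024 over the 756 pairs of module and treatment by the Benjamini-Hochberg method). Its r ran from 0.67 to 0.85 when a single library of the treatment was kept. On log2 of the FPKM plus 1 the modules that passed numbered 7 with 560 genes, and over the 5 other networks 2 to 7. Of the retained genes, 1182 genes had an FPKM that correlated above 0.6 with the libraries labelled AT3; 475 genes did so on the log2 scale with a pseudocount of 1. As many came from 0 of 1000 random sets of 3 libraries.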

A total of 1455 AT3H1-specific genes were identified in the brown module. 

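Eigengenes of 5 modules with 782 genes correlated above 0.6 with the libraries labelled AT3H1, on the DC907 side of the marker genes. Over the 5 other networks the modules that passed numbered 1 to 4, and on log2 of the FPKM plus 1 1 with 329 genes. Module 23, of 154 genes, had an eigengene correlation of r = 0.84 with the libraries labelled AT3H1 (rho = 0.48; exact permutation p = 0.00014 for r and 0.00028 for rho, adjusted p = 0.012 and 0.024 over the 756 pairs of module and treatment by the Benjamini-Hochberg method). When 1 library of the treatment was kept, r was between 0.47 and 0.97. Gene by gene, 720 genes had an FPKM that correlated above 0.6 with the libraries labelled AT3H1, and 185 genes did so on the log2 scale with a pseudocount of 1. For comparison, 2 of 1000 random sets of 3 libraries gave as many.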

In the dark-grey and cyan modules, 62 and 210 genes were found to be highly correlated with AT1. 

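Fig. 6c shows the dark-grey and cyan modules at BT1. In BT1 2 modules with 246 genes passed 0.6. In the 5 other networks 0 to 3 modules passed, and on log2 of the FPKM plus 1 0, with r of at most 0.544. Module 51, of 60 genes, had an eigengene correlation of r = 0.77 with BT1 (rho = 0.48; exact permutation p = 0.00014 for r and 0.00028 for rho, adjusted p = 0.012 and 0.024 over the 756 pairs of module and treatment by the Benjamini-Hochberg method). With only 1 of the 3 libraries kept, r was 0.49 to 0.92. Singly, 286 genes had an FPKM that correlated above 0.6 with BT1, 60 genes did so on the log2 scale with a pseudocount of 1, and 25 of 1000 random sets of 3 libraries gave as many.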

A total of 114 specific genes of BT1H3 were identified in the light-yellow module. 

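1 module passed 0.6 for BT1H3. On log2 of the FPKM plus 1 the modules that passed numbered 0, with r of at most 0.305, and over the 5 other networks 0 to 1. Module 40, of 107 genes, had an eigengene correlation of r = 0.74 with BT1H3 (rho = 0.48; exact permutation p = 0.00014 for r and 0.00028 for rho, adjusted p = 0.012 and 0.024 over the 756 pairs of module and treatment by the Benjamini-Hochberg method). Its r ran from 0.47 to 0.64 when a single library of the treatment was kept. Of the retained genes, 82 genes had an FPKM that correlated above 0.6 with BT1H3; 8 genes did so on the log2 scale with a pseudocount of 1. As many came from 97 of 1000 random sets of 3 libraries.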

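Among the modules of BT3, 2 with 273 genes passed 0.6. Over the 5 other networks the modules that passed numbered 1 to 5, and on log2 of the FPKM plus 1 1 with 42 genes. Gene by gene, 542 genes had an FPKM that correlated above 0.6 with BT3, and 166 genes did so on the log2 scale with a pseudocount of 1. For comparison, 3 of 1000 random sets of 3 libraries gave as many.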

In the dark-orange and magenta modules, 35 and 888 genes highly associated with BT3 were found. In the midnight-blue module, 206 genes were found to be highly correlated with BT3H3.

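Of the BT3H3 modules, 2 with 188 genes passed 0.6. In the 5 other networks 0 to 4 modules passed, and on log2 of the FPKM plus 1 0, with r of at most 0.48. Module 60, of 38 genes, had an eigengene correlation of r = 0.72 with BT3H3 (rho = 0.48; exact permutation p = 0.00014 for r and 0.00028 for rho, adjusted p = 0.012 and 0.024 over the 756 pairs of module and treatment by the Benjamini-Hochberg method). When 1 library of the treatment was kept, r was between 0.48 and 0.61. Singly, 507 genes had an FPKM that correlated above 0.6 with BT3H3, 44 genes did so on the log2 scale with a pseudocount of 1, and 4 of 1000 random sets of 3 libraries gave as many.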

In the yellow module, 80 gene-coding transcription factors were identified, including 5 bHLH transcription factors, 3 bZIP transcription factors, 4 HOX transcription factors, 9 AP2-EREBP transcription factors, 2 MADS transcription factors, 5 MYB transcription factors, 8 NAC transcription factors, 1 TIFY protein, and 6 WRKY transcription factors. 

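BGIOSGA001951 had an FPKM of 833 ± 124 (SD, n = 3) in AT1, its highest mean of the 12 treatments, followed by 652 ± 134 (SD, n = 3) in BT1. With AT1 its FPKM correlated at r = 0.70. It was placed in module 11, the module of AT1 with the highest eigengene correlation.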

NAC family transcription factors (BGIOSGA001951) were identified as candidate Hub genes for this module. In the cyan module, 13 presumptive transcription-factor genes were identified, including 1 ARF, 1 bZIP, 1 bHLH, 1 NAC, and 2 Tubby-like F-box domain transcription factors. Calcium-transporting ATPase and auxin-response protein were identified as candidate central genes for this module.

As shown in the figure, the dark-orange and magenta modules had relatively high correlation, and both of them were presumably BT3-specific genes. 

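Module 12, of 235 genes, had an eigengene correlation of r = 0.91 with BT3 (rho = 0.48; exact permutation p = 0.00014 for r and 0.00028 for rho, adjusted p = 0.012 and 0.024 over the 756 pairs of module and treatment by the Benjamini-Hochberg method). Its r ran from 0.73 to 0.86 when a single library of the treatment was kept. Module 61, of 38 genes, had an eigengene correlation of r = 0.62 with BT3 (rho = 0.44; exact permutation p = 0.0011 for r and 0.0031 for rho, adjusted p = 0.04 and 0.049 over the 756 pairs of module and treatment by the Benjamini-Hochberg method). When 1 library of the treatment was kept, r was between 0.29 and 0.52. Whether these are the modules that the paper calls magenta and dark-orange cannot be told from the colours.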

In the dark-orange module, a gene encoding C3H transfer factor (BGIOSGA004750) was identified. 

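BGIOSGA004750 had an FPKM of 49.0 ± 11.7 (SD, n = 3) in BT3, its highest mean of the 12 treatments, followed by 37.1 ± 12.2 (SD, n = 3) in the libraries labelled AT3H1, on the DC907 side of the marker genes. Its FPKM correlated at r = 0.66 with BT3. It was placed in none of the modules.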

Peptidylprolyl isomerase was identified as a candidate central gene for this module. In the magenta module, four transcription factors of AP2 domain, two bHLH, two bZIP, one MYB, two NACs, and three WRKY transcription factors were found in the magenta module. 

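BGIOSGA002846 had an FPKM of 129 ± 20.4 (SD, n = 3) in BT3, its highest mean of the 12 treatments, followed by 79.9 ± 38.7 (SD, n = 3) in the libraries labelled AT3, on the DC907 side of the marker genes. With BT3 its FPKM correlated at r = 0.77. It was placed in module 12.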

BGIOSGA002846 and membrane proteins associated with secretory vectors were identified as candidate central genes for this module.

Midnight-blue and turquoise modules were highly correlated, and both modules were positively correlated with BT3H3, so the genes in both modules may be BT3H3-specific genes. In the midnight-blue module, two presumptive transcription factors, one AP2 family transcription factor, and one bHLH transcription factor were found. 

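BGIOSGA015677 had an FPKM of 1002 ± 508 (SD, n = 3) in BT3H3, its highest mean of the 12 treatments, followed by 411 ± 111 (SD, n = 3) in BT1H1. Its FPKM correlated at r = 0.80 with BT3H3. It was placed in module 26, of 150 genes, whose eigengene correlated at r = 0.68 with BT3H3 (rho = 0.44; exact permutation p = 0.00084 and 0.0031).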

BGIOSGA015677 is an ubiquitin-transferase coding gene identified as a candidate central gene for this module. In the turquoise module, 63 transcription factors were identified, including 5 bHLH, 5 bZIP, 9 MYB, 3 CH3, 5 HB, 9 NAC, and 4 WRKY transcription factors. 

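BGIOSGA021307 had an FPKM of 52.5 ± 3.36 (SD, n = 3) in BT3H3, its highest mean of the 12 treatments, followed by 49.4 ± 6.98 (SD, n = 3) in BT1H1. With BT3H3 its FPKM correlated at r = 0.49. BGIOSGA021806 had an FPKM of 152 ± 14.8 (SD, n = 3) in BT3H3, its highest mean of the 12 treatments, followed by 130.2 ± 11.8 (SD, n = 3) in BT3H1. Its FPKM correlated at r = 0.46 with BT3H3. Both were placed in module 1, the largest, of 1805 genes, whose eigengene correlated at r = 0.33 with BT3H3 (rho = 0.34; exact permutation p = 0.049 and 0.041, adjusted p = 0.28 and 0.17 by the Benjamini-Hochberg method).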

Before screening, Hub genes were not annotated, and BGIOSGA021307 and BGIOSGA021806 genes were relatively high in expression. We speculated that these two genes were candidate central genes of the turquoise module.

In the cluster diagram, black and green are the specific module genes of AT3. In the black module, we identified 26 presumptive transcription-factor proteins, including 2 bHLH, 3 bZIP, 2 MYB, 5 NAC, and 3 WRKY transcription factors. 

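BGIOSGA010454 had an FPKM of 82.4 ± 58.7 (SD, n = 3) in the libraries labelled AT3, on the DC907 side of the marker genes, its highest mean of the 12 treatments, followed by 30.8 ± 13.4 (SD, n = 3) in BT1. With the libraries labelled AT3 its FPKM correlated at r = 0.76. It was placed in module 13, of 232 genes, whose eigengene correlated at r = 0.62 with these libraries (rho = 0.42; exact permutation p = 0.002 and 0.0064, adjusted p = 0.046 and 0.062 by the Benjamini-Hochberg method).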

A LOB transcription-factor coding gene (BGIOSGA010454) and phosphatidyl cytidyltransferase were identified as candidate central genes for this module. In the green module, 60S ribosomal proteins l44, L18a, L11, and SPT4 homologues were identified as candidate central genes for this module. Brown was an AT3H1 characteristic module gene. In this module, we identified 43 presumed transcription-factor proteins, including three AP2 domain transcription factors, one bHLH, five bZIP, two HBs, seven MYB, four NAC, three TIFY proteins, six WRKY, and one leucine zipper domain homologue protein. Aspartate aminotransferase, Peroxygenase, and Reticulon-like protein were identified as candidate central genes for this module.

Dark-grey was a characteristic module gene of BT1. In this module, we identified four presumed transcription-factor proteins, including one C2H2, one G2-like, one AP2 domain protein, and one HB transcription factor. DelLA protein SLR1 and xylan transglucanase/hydrolase were identified as candidate central genes for this module. Light yellow was a characteristic module gene of BT1H3, in which two predictive coding transcription-factor genes zf-HD and bHLH were identified. ITPK3 was identified as a candidate central gene for this module.

### Validation of the expression of selected genes

In 9311 and DC07, we selected 14 genes for qRT-PCR verification (Figure S1), and the primer information is shown in Table S1. 

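In the sequencing data of the 14 genes of Fig. S1, 7 were upregulated and 1 downregulated in AT1 at an adjusted p under 0.05, 6 and 1 in BT1, and 7 and 1 in BT3. The libraries labelled AT3, on the DC907 side of the marker genes, gave 3 and 0. With DESeq2 the counts were 8 and 1 in AT1, 9 and 1 in BT1, 8 and 1 in BT3 and 7 and 0 in the libraries labelled AT3, where all 36 libraries in 1 fit gave 9 and 0. The qRT-PCR values were not analysed here.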

The results suggested high-reliability of the RNA-seq data.

#### Discussion

The molecular mechanism of rice's dynamic change from cold stress to recovery is unclear. RNA-seq technology was used to analyse the transcriptome data of two rice varieties at different processing stages, and the relationship between low-temperature stress and the survival of rice during the recovery period was studied. By studying the molecular mechanism of rice recovery after different degrees of cold stress, we can improve our understanding of rice-regulation mechanism under abiotic stress and provide theoretical basis for the subsequent cultivation of tolerant varieties. At least 80% of genes the total samples were expressed based on the rice reference genome. These transcriptome data can describe the life activities of rice in different experimental treatments as a whole. Combining WGCNA with traditional transcriptome analysis, we identified some core regulatory elements related to cold tolerance and post-frostbite recovery of rice, as well as specific modules in different treatments.

Rice varieties 9311 and DC907 had slightly curled leaves at T1 stage and grew normally at the subsequent recovery stages of T1H1 and T1H3. We speculated that rice may have similar stress-regulation mechanisms to protect rice from damage under short-term cold stress. With prolonged cold-stress time at the T3 stage, rice leaves showed obvious curling and 9311 gradually died at the T3H1 and T3H3 recovery stages, whereas DC907 only partially died with prolonged cold-stress time. Phenotypic differences between 9311 and DC907 at the recovery stage may be the result of DEGs at the T3 and T3H1 stages.

#### Molecular mechanism of cold stress in two rice cultivars under short-term cold treatment

Rice cultivars 9311 and DC907 had the same phenotypic changes during 1 day of cold treatment, and all rice seedlings survived and could grow and reproduce normally during recovery after one day of cold treatment. Short-term low-temperature stress could be resisted by 9311 and DC907. We speculated a similar mechanism of cold response during this period, and it continued to play a role during recovery after one day of stress. The survival rate of DC907 was higher than 9311 in the subsequent recovery process. We speculated that the difference in gene expression at the T3H1 and T3H3 stages may be primarily due to the differential gene expression of 9311 and DC907 at the T3 stage, and a small part was determined by the differential gene expression in the self-treatment stage.

Ca^2+^ signal-transduction genes including four CDPK and seven CML coding genes were upregulated at T1. CDPK reportedly regulates plant growth and development, as well as biotic and abiotic stresses. The overexpression of *OsCDPK7* gene in rice can increase salt and drought tolerance [67]. Some researchers have analysed the CML family proteins in *A. thaliana* and found that CML24 can be expressed in different organs and respond to various stimuli. Ca^2+^ sensor may also respond to ABA and salt stress [38]. The high expression of genes related to calcium signal transduction at T1 indicated that cold-sensitive 9311 and cold-insensitive rice DC907 could respond to cold signals in a short period of cold-stress treatment. Genes involved in the phosphatidylinositol signalling pathway including IPK2, ITPK2, CAM1-3 and 1 diacylglycerokinase coding gene were induced to be expressed in cold treatment for 1 day. Inhibiting *AtIPK2a* gene by antisense can reportedly promote root growth and pollen germination, *AtIPK2b* can promote shoot branch through the auxin signal-transduction pathway, and the heterologous expression of *AtIPK2b* gene in tobacco can improve the tolerance to abiotic stress [51, 68]. The overexpression and knockout of *OsITPK2* gene in rice showed that ITPK gene negatively regulated drought and salt stress [69]. Calmodulin-coding gene CAM1-3 was induced to be expressed at the T1 phase. It is a calcium-binding protein that exists in almost all eukaryotic cells. It binds with calcium ions to form complexes and then acts on target enzymes to regulate metabolic processes [70]. The calcium signalling pathway and inositol phosphoric acid signalling pathway are induced and expressed in short-term cold treatment. They may play a signalling role in the cold-stress response of rice, and they are ubiquitous amongst different varieties.

Numerous studies have shown that various plant hormones including auxin, JA, and abscisic acid participate in the response to biotic/abiotic stresses [8]. We found that ARFs and auxin-response proteins in the auxin signalling pathway were highly expressed during cold treatment for 1 day. Aux/IAA proteins can act as repressors of early auxin-responsive genes under low auxin solubility. They mediate many physiological and developmental processes in plants. Many DREB/CBF transcription factors have been found in *A. thaliana* to directly regulate the expression of IAA5 and IAA19 genes in response to abiotic stress [71]. Auxin-sensitive Aux/IAA transcription inhibitors and ARF transcription factors synergistically produce complex regulatory networks in plants. By inhibiting ARF transcription factors, auxin-induced gene expression can be regulated [72]. We speculated a special synergistic mechanism between ARFs and auxin-responsive proteins in rice during short-term cold treatment, and regulating auxin-induced related genes can enhance the cold tolerance of rice. Chorismate are intermediates in the biosynthesis of aromatic amino acids in plants and may be involved in salicylic acid biosynthesis [73]. A gene encoding Phospho-2-dehydro-3-deoxyheptonate aldolase was significantly induced at T1 and involved in the first step in the synthesis of chorismate from d-erythritose-4-phosphoric acid and phosphoenolpyruvate. This finding also indirectly proved that chorismate played a potential role in regulating cold tolerance in rice.

Three homologous box leucine zipper proteins (HOX1, HOX18, and HOX32) encoding genes were induced to be expressed in 9311 and DC907 cold treated for 1 day. HOX proteins may be involved in the regulation of seedling growth in plants, and they may be involved in the cold-stress response process in this study. Two mitogen-activated protein kinase (MAPK) coding genes were induced during one day of cold treatment. MAPK is an important signal-transduction module between environmental stimuli and cellular responses. The mutants of MPK4 and MPK6 exhibit reduced cold tolerance [74]. Two Calcium-transporting ATPase enzymes were upregulated significantly during the first day of cold treatment. These magnesium-dependent enzymes catalyse ATP hydrolysis, combine with the transfer of calcium from the cytoplasm to the cytoplasmic reticulum or organelles, and participate in the regulation of cold tolerance [75].

In the process of stress treatment, plant cells lead to the accumulation of various toxic substances. To maintain normal growth in the adverse environment, various pathways may be related to the biosynthesis of detoxifying substances in plants. Seven protein detoxification Coding genes were screened out in 1 day of cold treatment. Four of them were induced in DC907 and 9311. In a low-temperature environment, the removal of toxic substances under early cold stress is one of the molecular bases for maintaining the normal growth of rice seedlings. Notably, during the cold treatment of 9311 and DC907, we screened and identified various genes that may be involved in the regulation of rice cold tolerance. All genes listed above were differently expressed in 9311 and DC907. CASP protein can participate in the regulation of rice growth and development through the dual regulation of Brassinolide and auxin [76]. Three CASP-like proteins (CASP-like proteins) were selected in DC907. Two of them were upregulated and one was downregulated (BLE3), but the expression level was low. This finding suggested that they may participate in the cold-stress response of cold-insensitive rice varieties.

#### Molecular mechanisms of cold stress in two rice species under long-term treatment

In 9311 and DC907 cultivars, numerous genes were differently expressed at the T3 and T3H1 stages compared with CK. These genes may help improve the cold tolerance of DC907 varieties at these stages. The Heat-shock protein (HSP) gene HSP81-1 was upregulated in BT3. This finding indicated that HSP played an important role in increasing the cold-stress tolerance of rice. HSPs are molecular chaperones that can control cell cycle and signal regulation. In rice and wheat, HSP can reportedly impart plants with heat-stress tolerance [77–79]. HSP may also increase cold-stress tolerance in rice. The polar distribution of auxin in plants is related to many developmental processes, including embryogenesis, organogenesis, meristem formation, and polarity establishment. Many articles have focused on auxin's involvement in cold stress, but the molecular mechanism is unknown [80, 81]. 

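Of the 9 WAT1-related protein genes with readable identifiers in Fig. 4f, 7 could be tested in BT3, with 1 upregulated and 4 downregulated at an adjusted p under 0.05. In the libraries labelled AT3, on the DC907 side of the marker genes, 8 were tested, with 1 upregulated and 0 downregulated. With DESeq2 the calls were 1 upregulated and 4 downregulated in BT3 and 1 upregulated and 3 downregulated in the libraries labelled AT3.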

Seven WAT1-related proteins were downregulated and one upregulated in BT3, and no significant difference was found in 9311-T3. 

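On the first day of cold, 1 upregulated and 3 downregulated of the WAT1-related protein genes of Fig. 4f had an adjusted p under 0.05 in AT1, with log2 fold changes of -2.85 to 3.71, and 1 upregulated and 2 downregulated in BT1, with -2.93 to 3.87. With DESeq2 these were 1 upregulated and 3 downregulated in AT1 and 1 upregulated and 2 downregulated in BT1.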

Two WAT1-related proteins coding genes were downregulated at the AT1 stage and three at the BT1 stage. Walls are thin1 is a plant-specific protein essential for the formation of secondary walls in fibres and plays an important role in auxin transport [82]. It may also prevent SA accumulation in plants [83]. The differential expression of these genes suggests that auxin may play a negative regulatory role in cold stress. At the BT3H1 stage, Germin-like protein 2 coding gene and Oxalate Oxidase 4 coding gene were significantly upregulated. Germin-like proteins are ubiquitous plant proteins that participate in plant growth and development and stress response [84]. Two genes encoding bidirectional sugar transporter SWEET15 and SWEEET2B were upregulated in BT3. The high expression of these genes predicts that the sugar transport and upregulation of sugar metabolism increase plant cold-stress tolerance. E3 ubiquitin-protein ligase may act as a regulator of cell death and defence. Two DEGs existed in BT3, and the overall expression increased. Results showed that it could also help rice play a protective role at low temperature. Eight genes encoding RING-type E3 ubiquitin transferase were upregulated in BT3, suggesting that ubiquitin-mediated programmed cell death could increase cold tolerance in rice. In BT3, we also found four differentially expressed homologous box-leucine zipper protein coding genes (HOX12, HOX18, HOX20, and HOX24). HOX20 had inhibited expression and the other three had induced expression. To adapt to low-temperature environments, plants may need to produce more energy substances and enhance energy-metabolism pathways during cold stress. Numerous genes encoding glycosyltransferases were found in DEGs. In BT3, a large number of genes encoding enzymes such as 3-ketoyl coenzyme A synthase, malic acid synthase, malic acid enzyme, and pyruvate kinase are upregulated in the TCA cycle. Maltose can protect cell membrane under cold stress. In the present study, three genes encoding Beta-amylase were upregulated in BT3. We speculated that the high expression of amylase could protect the cell membrane under cold stress. In abiotic stress, the electron-transport chain is blocked and numerous superoxide ions and acids are produced. Plants remove these toxic substances by expressing large amounts of detoxifying proteins. Nine genes encoding detoxification protein were differently expressed in BT3, most of which were induced, whereas only one gene was upregulated in AT3.

The transcription-factor coding genes BGIOSGA005283 and BGIOSGA019054 of the MYB family are presumed to have very high expression levels in the recovery process of DC907 after 3 days of cold treatment. 

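BGIOSGA019054 had an FPKM of 1069 ± 536 (SD, n = 3) in BT3H3 and 138 ± 39.4 (SD, n = 3) in BCK. For BGIOSGA019054 the log2 fold change was 2.69 (standard error 0.49, adjusted p = 0.023 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 8e-07 to 0.089 over the alternatives with every library). BGIOSGA019054 stayed between 2.33 and 3.06 in BT3H3 with each of the 6 libraries left out in turn, and 3 of these fits called it. In BT3H3 BGIOSGA005283 had a log2 fold change of 3.38 (standard error 0.54, adjusted p = 0.019 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1.2e-09 to 0.078 over the alternatives with every library). In BT3H1 BGIOSGA005283 had a log2 fold change of 0.98 (standard error 0.42, adjusted p = 0.17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.1 to 0.37 over the alternatives with every library). In BT3H1 BGIOSGA019054 had a log2 fold change of 1.13 (standard error 0.27, adjusted p = 0.055 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.00059 to 0.16 over the alternatives with every library).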

MYB family transcription factors are ubiquitous in plants. They are also some of the largest transcription families in plants and play an important role in plant metabolism and regulation. Many studies have shown that MYB gene family can respond to abiotic stresses such as drought, salt and low temperature, but no relevant study about their effects on the recovery process of plants after abiotic stress has been conducted. WRKY71 is reportedly involved in biological and abiotic stresses in rice. In this study, WRKY71 was induced in BT3, but not differentially expressed in AT3. We speculated that WRKY71 may be able to regulate gene expression related to cold stress to increase cold tolerance in rice. WRKY transcription factor 58 coding gene was upregulated in BT3, presumably having similar regulatory effect on WKY71.

#### Screening-stage specific module and hub-gene using WGCNA

By WGCNA analysis, we identified a variety-specific module at different stages. At the T1 stage, many genes encoding plant-hormone signal-transduction proteins and transcription factors were highly expressed in this module. We identified four WRKY family transcription factors (WRKY71, 67, 53, and 47) in this module. *TaDREB3* driven by *OsWRKY71* promoter in barley can increase cold resistance and freeze resistance. Two auxin-responsive proteins and two ARFs were related to auxin regulation. The dimer formation of IAA and ARF proteins can alter their ability to regulate early auxin-response gene expression and affect plant growth. Four Homeobox-leucine zipper proteins (HOX1, 11, 16, and 18) were related to GA regulation. Homeobox-leucine zipper transcription factor ATHB6 was identified as a negative regulator of ABA response in *A. thaliana*. Protein TIFY (TI11D, TIFY11A, and TIFY6A) were related to JA regulation. *OsTIFY* gene responds to various abiotic stresses in rice, including drought, salinity, and low temperature, and OsTIFY11a overexpression can increase drought and salt tolerance. The large expression of these genes indicated that they had similar regulation pathways of cold stress under short-term cold stress.

The cyan and dark-grey modules had very different correlations with 9311 and DC907 and had high correlations with DC907. The difference in gene expression between these two modules may have led to the difference in tolerance of the two rice cultivars under one-day cold stress. In the cyan module, Calcium-transporting ATPase gene was identified as a complementary central gene. As a second messenger in plants, Ca^2+^ plays an important role in regulating the expression of downstream genes from environmental stress. SLR1 and Xyloglucan endotransglucosylase/hydrolase genes were identified as candidate central genes in the dark-grey module. SLR1 can reportedly inhibit the GA signalling pathway, leading to plant dwarfing. Thus, inhibiting GA signal transduction can increase rice tolerance to cold stress in a short time.

Stress-regulation genes are highly expressed in the BT3 feature module. They include autophagy-related protein gene, AP2 domain transcription factor coding gene, and HSP gene. Two autophagy-related genes, namely, Atg9 and Atg8A, were identified in the magenta module. The increased expression of autophagic protein in *A. thaliana* could enhance plant tolerance to nitrogen starvation and salt stress. Peptidylprolyl isomerase was identified as a candidate central gene. In *A. thaliana*, Peptidylprolyl isomerase can increase heat tolerance with HSP90.1 and regulate the accumulation of other small HSP chaperones. Hsp81-1 is highly expressed in magenta module and plays an important role in maintaining sugar and starch synthesis under heat stress. The high expression of DREB1B may endow tobacco plants with resistance to high salt, cold, and drought stress. Inserting OsDREB1B gene into tobacco can make plants more tolerant to oxidative and freezing stress than wild type.

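BGIOSGA029415 had an FPKM of 150.4 ± 90.9 (SD, n = 3) in BT3H3 and 24.7 ± 7.93 (SD, n = 3) in BCK. For BGIOSGA029415 the log2 fold change was 2.37 (standard error 0.50, adjusted p = 0.029 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.00025 to 0.1 over the alternatives with every library). BGIOSGA029415 stayed between 1.76 and 2.68 in BT3H3 with each of the 6 libraries left out in turn, and 1 of these fits called it. The highest mean FPKM of BGIOSGA029415 was 162 ± 118 (SD, n = 3), in BT3. Its FPKM correlated at r = 0.27 with BT3H3, and it was placed in no module.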

In the specific module of BT3H3, we also found a transcription factor gene BGIOSGA029415 encoding the AP2 domain, which transcribes CBF3/DREB1A and ABF3 genes in *A. thaliana* in rice and increases its abiotic-stress tolerance. The identified signal-transduction genes can further enhance our understanding of transcriptional regulation pathways in the process of abiotic stress and recovery after stress and thus provide guidance for the subsequent cultivation of good varieties of rice.

Overall, this study used RNA-seq technology to analyse the cold stress and recovery process in rice. Our findings provided abundant transcriptome data resources for future research on rice crops and new insights for explaining rice cold tolerance and recovery after cold stress from the perspective of histology.

## Methods

### Plant material

In this study, near-isogenic lines DC907 (cold tolerant) and 9311 (not cold tolerant) were used as test materials. They were provided by the *State Key Laboratory for Conservation and Utilisation of Subtropical Agro-bioresources* (Nanning City, China).

Seeds were soaked in 1% carbendazim for 12 h and distilled water for 12 h, and the water was changed every 6 h. The seeds were evenly placed on wet filter paper on top of a petri dish and were germinated at room temperature (25 °C) for 48 h. The uniformly germinated seedlings were transferred into plastic buckets and subjected to hydroponic treatment with Hoagland nutrient solution until the four-leaf stage. For the cold-stress experiment, four-leaf stage rice seedlings were moved into a cold storage treatment and treated with cold stress for 1, 3, and 5 days under simulated low-temperature conditions of 8 ± 0.5 ℃. For the recovery experiment, rice seedlings were removed from cold storage after cold stress and recovered for 1, 3, and 5 days at room temperature. A control experiment was simultaneously conducted. The aerial parts (stems and leaves) of rice were collected at the above time points, immediately quenched with liquid nitrogen, and then stored in a refrigerator at -80 °C for subsequent RNA-seq and q-PCR experiments. The cold resistance of DC907 and 9311 was studied.

### RNA extraction and transcriptome sequencing

Three experimental replicates from 9311 (ACK, AT1, AT1H1, AT3, and AT3H1) and DC907 (BCK, BT1, BT1H1, BT1H3, BT3, BT3H1, and BT3H3) cultivars were used for sequencing. Total RNA was extracted using an RNA Prep Pure Plant Kit (TIANGEN, Beijing, China) following the manufacturer’s protocol. RNA integrity was detected with an Agilent 2100 (Agilent Technologies, CA, USA). Oligo-dT primers and Array Script reverse transcriptase were used to construct the cDNA library. After library construction, initial quantification was performed using Qubit 2.0 to dilute the library to 1 ng/µL (Life Technologies, CA, USA), and then the insert size of the library was detected with Agilent 2100. After the insert size met expectations, the effective concentration of the library was quantified accurately by q-PCR (library effective concentration > 2 nM) to ensure library quality. All samples produced 150 paired terminal-sequence readings on the Illumina platform (Hiseq-PE150).

### Raw data processing, read mapping, and differential gene expression analyses

Raw data in the fastq format were first processed using the NGS QC Toolkit [85]. After removing adapter reads in raw reads, N (i.e., undetermined base information) accounted for more than 10% of reads, and low-quality reads (Qphred ≤ 20 bases accounted for more than 50% of the entire read length) were obtained. Clean reads for subsequent analysis were subsequently obtained. All downstream analyses were based on high-quality clean reads determined by Q30. HISAT2 was used to compare the reads on the rice genome (ftp://ftp.ensemblgenomes.org/pub/plants/release-41/fasta/oryza_indica/dna/) with annotation information (ftp://ftp.ensemblgenomes.org/pub/plants/release-41/gff3/oryza_indica) [33]. Cufflinks were assembled, and a new gene was found by comparing Cuffcomparison with known gene models [86]. The FPKM mapped reads were used to estimate gene expression [87]. The differential expression amongst different samples was determined by DEseq in R package [88, 89]. The P value (padj) < 0.05 of these genes corrected by multiple hypothesis tests was considered to significantly differ in expression.

### Enrichment analysis of GO and Kyoto Encyclopedia of Genes and Genomes (KEGG) and identification of transcription factor

GO enrichment analysis in different genes sets was performed using GOseq in R package [90]. The P value of each GO term was calculated and corrected by multiple-hypothesis test method. The GO terms of corrected p < 0.05 were considered to be significant enrichment. KEGG pathway-enrichment analysis in different genes sets was performed using KOBAS (2.0) [91, 92]. Corrected P value is the corrected value of p after many hypothesis tests. Term of corrected P value < 0.05 is defined as a pathway of significant enrichment. The basic principle of iTAK software for plant transcription-factor prediction is to identify TF by hmmscan using ‘TF’ (transcription factor) family and rules defined in the database. The identification and classification of ‘TF’ are based on Perez-Rodriguez et al. [93].

### QRT-PCR analysis

Isolated total RNA from rice was reversely transcribed into the first-strand cDNA using reverse transcription kit for real-time PCR (TaKaRa). Primers were synthesized by Sangon (Shanghai, China) and were listed in Table S1. The qPCRs were conducted in Step One Real-Time PCR System (Applied Biosystems, USA) using SYBER Premix Ex Taq reagents (TAKARA, Japan) following the program: 95 °C for 30 s, 95 °C for 5 s, and 60 °C for 45 s for 40 cycles. The housekeeping gene β—Actin was used as an internal reference gene, and relative gene expression values were calculated using the 2^−△△Ct^ method based on the data from three biological replicates for each treatment.

### Construction and analysis of co-expression module

We use R-packet WGCNA for co-expression-network analysis [94]. The imported data were the FPKM values of all genes, and all low-expression genes were removed (FPKM < 1 in each treatment; we believed that the gene was not expressed), and the first 75% of the absolute deviation genes were screened, at least MAD was greater than 0.01. The other parameters were selected by default software parameters.

## Supplementary Information

**Additional file 1.**

**Additional file 2.**

**Additional file 3.**

**Additional file 4.**

## Data Availability

The data sets supporting the results of this article are available in the NCBI Gene Expression Omnibus database; under the accession number GSE182563, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE182563.

## Abbreviations

ABA: Abscisic Acid
ACK: Control Group of Rice Cultivar 9311
ARF: Auxin Response Factor
AT1: Cold Treatment of Rice Cultivar 9311 for 1 Day
AT1H1: Rice Cultivar 9311 Recovered 1 Day after Cold Treatment for 1 Day
AT3: Cold Treatment of Rice Cultivar 9311 for 3 Day
AT3H1: Rice Cultivar 9311 Recovered 1 Day after Cold Treatment for 3 Day
BCK: Control Group of Rice Cultivar DC907
BT1: Cold Treatment of Rice Cultivar DC907 for 1 Day
BT1H1: Rice Cultivar DC907 Recovered 1 Day after Cold Treatment for 1 Day
BT1H3: Rice Cultivar DC907 Recovered 3 Day after Cold Treatment for 1 Day
BT3: Cold Treatment of Rice Cultivar DC907 for 3 Day
BT3H1: Rice Cultivar DC907 Recovered 1 Day after Cold Treatment for 3 Day
BT3H3: Rice Cultivar DC907 Recovered 3 Day after Cold Treatment for 3 Day
CDPK: Calcium-dependent Protein Kinase
DEG(s): Differentially Expressed Gene(s)
FPKM: Fragments Per Kilobase of Transcript Length Per Million Mapped Reads
GO: Gene Ontology
GSTU: Glutathione S-transferase
H1: Normal Temperature Recovery Treatment for 1 Day
H3: Normal Temperature Recovery Treatment for 3 Day
KEGG: Kyoto Encyclopedia of Genes and Genomes
Kme: Module Eigengene Connectivity
MAPK: Mitogen-activated Protein Kinase
NCED: 9-Cis-epoxycarotenoid Dioxygenase
QTLs: Quantitative trait locus
ROS: Reactive Oxygen Species
SAPK2: Serine/threonine-protein Kinase2
T1: Cold Stress Treatment for 1 Day
T3: Cold Stress Treatment for 3 Day
TF(s): Transcription Factor(s)
WGCNA: Weighted gene co-expression network analysis

# Supplementary material for: Gene-coexpression network analysis identifies specific modules and hub genes related to cold stress in rice
**Source:** BMC Genomics. 2022 Apr 1;23:251. doi: 10.1186/s12864-022-08438-3
**Supplement:** Supplementary file 1 — Additional file 1.

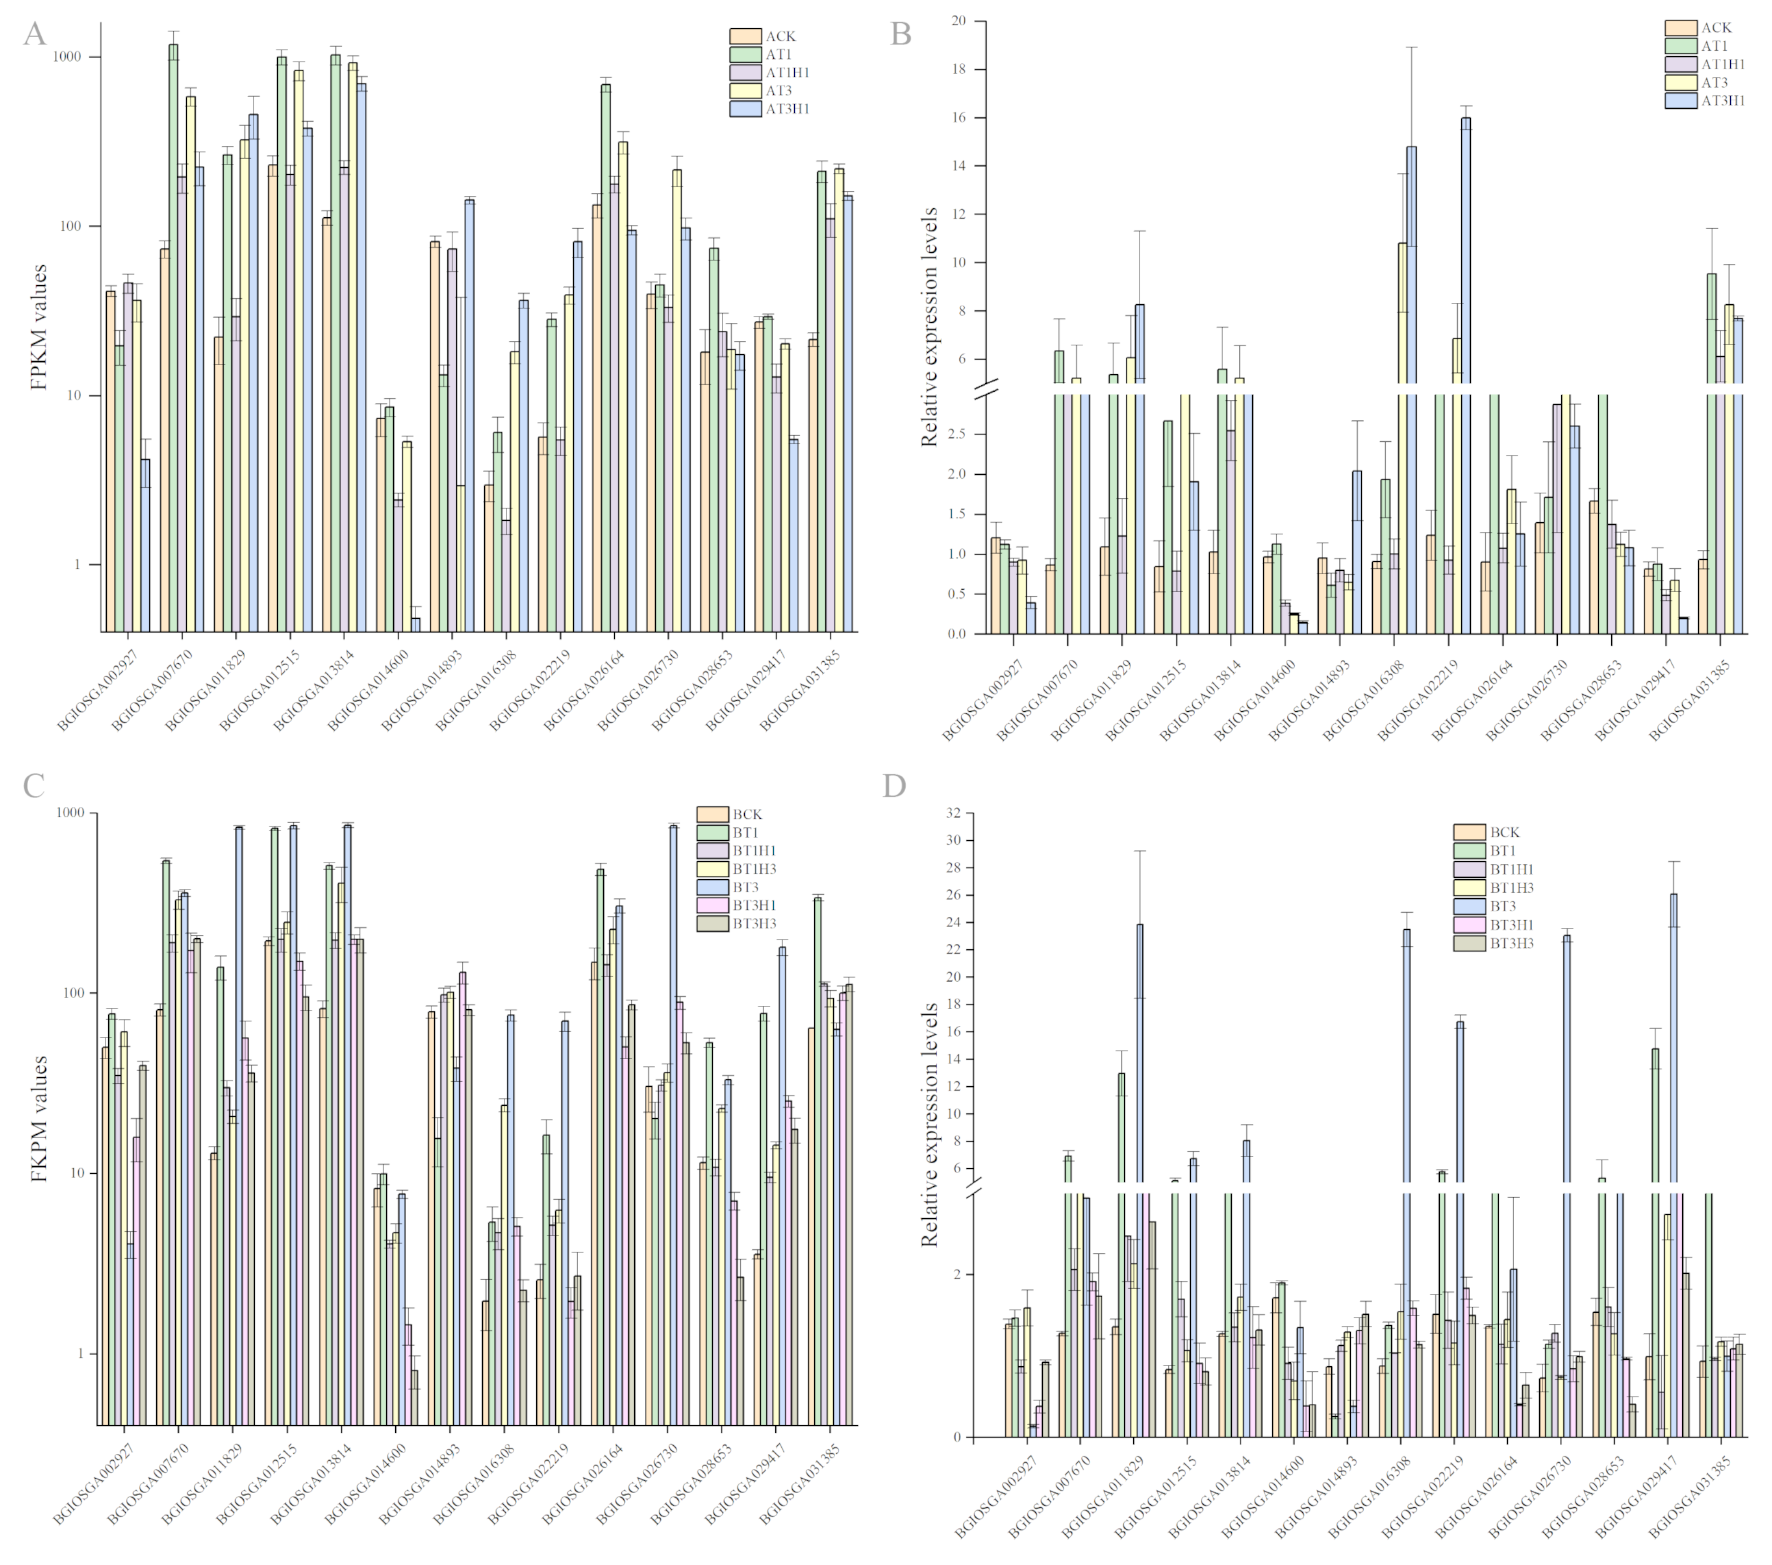

**Fig. S1** The FKPM values and relative levels of 14 genes. The FKPM values of 14 genes in 9311 (A) and DC907 (C) treated with cold treatments by sequencing. The relative expression levels of 14 genes in 9311 (B) and DC907 (D) treated with cold treatments by qRT-PCR.

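Among the genes of Fig. S1 that the text does not discuss, BGIOSGA002927 had an FPKM of 41.4 ± 3.11 (SD, n = 3) in ACK, 19.7 ± 6.58 (SD, n = 3) in AT1 and 36.5 ± 39.3 (SD, n = 3) in the libraries labelled AT3, on the DC907 side of the marker genes. In DC907 it had 50.1 ± 16.6 (SD, n = 3) in BCK, 77.0 ± 45.3 (SD, n = 3) in BT1 and 4.08 ± 0.694 (SD, n = 3) in BT3. BGIOSGA007670 had 73.5 ± 38.9 (SD, n = 3) in ACK, 1192 ± 228 (SD, n = 3) in AT1, 81.0 ± 62.1 (SD, n = 3) in BCK and 543 ± 158 (SD, n = 3) in BT1.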

# Supplementary material for: Gene-coexpression network analysis identifies specific modules and hub genes related to cold stress in rice
**Source:** BMC Genomics. 2022 Apr 1;23:251. doi: 10.1186/s12864-022-08438-3
**Supplement:** Supplementary file 2 — Additional file 2.

**Table S1** Primers used in this study.

| Genes ID | Primers sequences (5′ - 3′) | |
| --- | --- | --- |
|  | Forward | Reverse |
| BGIOSGA002927 | ACCTTGCCTCGTCGTCGTCATC | TTGCTCGCCTTGTCGCCGTT |
| BGIOSGA007670 | GGCAACAACCAGTCGTCCACCT | CCCATCTTTCACCACCAGGCTGAG |
| BGIOSGA011829 | GGTACTCGCAGATGCTCCTGGAAC | CGTCGTGGTGCCTCGTGTTGTA |
| BGIOSGA012515 | ACGCAAGATGAAGGACACCGACTC | GCTTCTCGCCGAGGTTGGTCAT |
| BGIOSGA013814 | GATTGGGTGCTGTGTCGGCTGTA | ATGTCGGACGCCTCCTCCTTCA |
| BGIOSGA014600 | AGACGGAGGTGGACTGCGAGTT | TTCATGTAGAGGTGCGGCGAGAC |
| BGIOSGA014893 | TCTAGGGAGGCGAGGATATGGAAGG | CTGGATGAGGAGGTGGGAGTAGGAG |
| BGIOSGA016308 | CGCTCCGATGACGCTCTTCTACAA | TTAGTTGCCTCGGTTGCCATCCTC |
| BGIOSGA022219 | CCCGCCATGATGATGCAGTACCA | GGTCGAAGTCCATGTTGCCGTAGT |
| BGIOSGA026164 | GATGTGCGGACCAAGGAGCTGTT | CAATGTTCGGATGCCTCAGTGACCT |
| BGIOSGA026730 | ACTGGCTGCTGGTGCTGATGTG | TGCTCGTCATCGTTGTGCTTGGT |
| BGIOSGA028653 | GCATCGGCATCCTCGTGTCCAA | CCGCAGCAAGAACTCCATCACCT |
| BGIOSGA029417 | AACAAGGACGTGTTGCCGGTGG | TGCGCCAAGCTCGCGTAGTA |
| BGIOSGA031385 | GCGACACATTCTGCGGCTACCT | CGAAGGATACCTCAGCTCACCACAA |

How the deposited data were processed for this re-analysis (not part of the article)

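RNA from the aerial parts of the rice cultivars 9311 and DC907 was sequenced by the authors in 12 treatments with 3 libraries each: plants that were not cooled, plants after 1 or 3 days at 8 ℃, and plants after 1 or 3 days of recovery. The conditions were taken from the labels of the deposited samples and the paper's description, and every one of the 36 libraries was used. The authors mapped the reads with HISAT2 to the indica genome and annotation of Ensembl Plants release 41, found new genes with Cufflinks and Cuffcompare, and deposited the raw counts per gene. The FPKM values that the authors deposited had been divided by the gene length and by the total of the count table. Dividing the deposited FPKM by count and library total gave 1 length per gene, with a largest relative deviation of 1.2e-07. The reads themselves were not analysed here, and the paper's text does not name the counting program, the strand setting or the treatment of reads that map to several places.

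The libraries held 10176660 to 18789555 counts on genes, with a median of 16621963. With 3 libraries per group, the spread between libraries and not the counting error limits the precision. Genes were named by the identifiers of the deposited tables, and by the symbols that the paper's text and Fig. 4 give them. Identifiers of Fig. 4 were read from the picture, and doubtful readings were left out. No identifier matched the reference table of gene names, which is of the japonica genome, so coordinates are not given.

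DEGs were computed from the raw counts with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (edgeR 4.0.16 in R 4.3.3), after TMM normalization, with the filter filterByExpr, a robust estimate of the dispersions, and an adjusted p under 0.05. Each treatment entered with the control of its cultivar, 6 libraries per fit, without a block. The difference between the cultivars in the change from the control was tested as an interaction in a fit of 12 libraries, at T1, T1H1, T3 and T3H1. Standard errors are the log2 fold change divided by the square root of the quasi-likelihood F. The alternatives were DESeq2 1.42.0, median-ratio size factors, no filter, at least 10 counts in every library, all 36 libraries in 1 fit, the replicate number as a block, a log2 fold change of at least 1, an adjusted p under 0.5 as the paper's results section writes it, and leaving out each library in turn. BCK as the control of the libraries labelled AT3 and AT3H1 was added after the data were seen. The union counts were also made without replicate 1, 2 or 3 of every group. Groups of 3 were compared in FPKM by an exact permutation test, two-sided, whose smallest p is 0.1.

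On simulated counts drawn from the means and library sizes of the real data, edgeR recovered 31.3% of 198 changed genes among 22943 genes, with 3 false calls. It recovered 69.4% of those changed by 4 on the log2 scale and 6.12% of those changed by 2. With the replicate number as a block it recovered 0%. In all these simulations the changed genes were taken among those with higher counts, and each gene was drawn independently of the others. The shares recovered and the false calls need not hold for the real libraries. DESeq2 recovered 71.5% of 200 among 27221 genes with 135 false calls, and made 104 calls among 27221 genes where nothing had been changed. For the cultivar difference edgeR recovered 32.5% of 200 genes among 24101 with 1 false call, and DESeq2 54.0% of 200 with 95 false calls.

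A gene was counted as expressed at a mean FPKM of at least 1, and the classes began at 1, 3, 15 and 60. The alternatives were a mean of at least 0.5, and at least 1 in all 3 or in at least 1 of the libraries. For the network, genes with a mean FPKM of at least 1 in at least 1 treatment were kept if their median absolute deviation was above 0.01 and among the largest 75%. WGCNA was not available, so its steps were written anew: an unsigned network of Pearson correlations of FPKM with power 6, topological overlap, average linkage, a dynamic tree cut with modules of at least 20 genes and without the stage that assigns left-over genes, and merging above an eigengene correlation of 0.85. Power 6, the unsigned correlations, modules of at least 20 genes and merging above 0.85 are defaults of that program. The rest of its default procedure was not reproduced in full. The number of modules is therefore not a comparison with the paper at default settings. On 3000 simulated genes it found 8 of 8 modules and assigned 64.9% of the genes without a module to one. The alternatives were log2 of the FPKM plus 1, a signed network with power 12, power 9, merging above 0.75, and leaving out BT1 replicate 3. A gene or eigengene was called specific to a treatment at r above 0.6 with the treatment coded as its 3 libraries against the others, and for single genes log2 of the FPKM plus 0.1, an r above 0.7, no filter on the deviation and leaving out each library of the treatment were tried. The p of an eigengene's r and rho came from all choices of 3 of the 36 libraries, adjusted by the Benjamini-Hochberg method over modules and treatments. Most of these choices mix treatments, while the libraries of 1 treatment are replicates. A small p can therefore come from the likeness of replicates and does not test whether a module is specific to the treatment. The same holds for the random sets of 3 libraries. Correlations with a treatment are described further by r with only 1 of the 3 libraries of that treatment kept, because leaving out the farthest libraries would leave out the treatment.

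The genes named are those that the paper names in its text, in Fig. 4 and in Fig. S1, and the 2 upregulated and 2 downregulated genes with the smallest p in BT3 against BCK. All other named genes are said to be chosen after their values were seen. The exact tests between treatments that the paper ranks for a gene were chosen after the values were seen, as were the marker genes of the cultivars. The list of gene and treatment pairs was written before these genes were tested, with a direction for every pair. It was shortened afterwards to pairs whose direction the paper's text gives, unevenly for genes that the text does not identify. Both lists are reported. The lists are the paper's own calls on these data, so their adjustment over the list alone shows no stability. The gene ontology and pathway enrichments, the qRT-PCR values, the calcium-dependent kinase and Rubisco genes and the transcription factors named only by family were not analysed here, because the tables do not pair identifiers with product names. The computations other than the count tests used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and limma 3.58.1 was loaded with edgeR.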

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

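The swaps of the cultivar, the marker genes and every test that uses them were chosen only after the results were seen. The test for genes that 1 cultivar lacks and that of the new genes against similar genes were chosen before.

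The change after 1 day of cold differed between the cultivars for 1 of 24831 genes, found by a test of the difference itself. It is BGIOSGA013095, named after its values were seen, with a log2 difference of 9.88 (adjusted p = 0.00942 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment); 3 of the 3 BT1 libraries changed more than every AT1 library. Its mean FPKM was 594 in ACK and 136 in AT1, against 0.406 in BCK and 114 in BT1. In the other DC907 treatments it was 72.7 in BT1H1, 80.4 in BT1H3, 37.8 in BT3, 150 in BT3H1 and 0.364 in BT3H3. Of the 32 ways of swapping the cultivar within same-numbered pairs, 9 gave as many genes, and the largest gave 80. Of the 8 besides the real one, 7 swapped treated libraries alone. BGIOSGA013095 was called in 7 of the 7 swaps of treated libraries alone, which leave the difference between ACK and BCK in place, and in 0 of the 24 that moved control libraries. The call therefore rests on the controls, and the share of swaps does not tell whether it arose by chance. A gene that 1 cultivar lacks would have under 0.1 CPM in all its libraries, and 0 of the genes called was of this kind. DESeq2 called 39 genes, fewer than its 95 false calls in a simulated difference between cultivars, and the fit with the replicate number as a block 0, with 519 at an unadjusted p under 0.05. The fits that each left out 1 of the 12 libraries called 0 to 7 genes. BGIOSGA013095 is not a marker gene, but its identifier lies among those of 10 marker genes, from BGIOSGA012745 to BGIOSGA013108. A standing difference between the cultivars there was not separated from a response to cold. A biological difference in the response of this gene remains a hypothesis.

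At T3 the change from the control differed between the cultivars, as labelled, for 12 genes, and at T3H1 for 6, again by a test of the difference. At T1H1 0 genes passed, with 2146 at an unadjusted p under 0.05. Among the genes with the smallest adjusted p at T3 is BGIOSGA010494, named after its values were seen, with a log2 difference of -12.86 (adjusted p = 0.000476 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its change from the control was lower in 3 of the 3 BT3 libraries than in every library labelled AT3, whose mean rose. Its mean FPKM was 0.0386 in ACK, 0.0778 in AT1 and 98.8 in the libraries labelled AT3, against 144 in BCK and 33.6 in BT3. Of the genes called, 10 of 12 at T3 and 6 of 6 at T3H1 are marker genes of the cultivars, for which the libraries labelled AT3 and AT3H1 lie on the DC907 side. A mislabelling of libraries is therefore a candidate explanation for these genes, and no biological difference in their response to cold can be read from them. At T3, 0 of the genes called had under 0.1 CPM in every library of 1 cultivar as labelled, and 0 at T3H1. At T3 1 new gene reached at most 0.311 CPM in the DC907 libraries and 431 in those labelled 9311, so DC907 has next to no counts of it. This test assumes the labels and cannot tell. Of the 32 swaps of the cultivar, 3 gave as many genes at T3 and 7 at T3H1, the real one included, and the largest others were 23 and 151. At T3 2 of the 2 others and at T3H1 5 of 6 swapped treated libraries alone. Such a swap leaves the difference between ACK and BCK in place. Of the 24 swaps that moved control libraries, 0 gave as many at T3, where the largest of them gave 1, and 1 at T3H1. All swaps take the labels as right. At T1H1 32 of 32 swaps gave as many, as they have to beside a count of 0. The genes at T3 that are not marker genes are BGIOSGA020185 and BGIOSGA030110, named after their values were seen, with log2 differences of 9.35 and 4.59 (adjusted p = 0.0203 and 0.0344 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DC907 libraries beyond every library labelled AT3 numbered 3 and 3 of 3 for them. Their mean FPKM was 0.222 and 17.35 in the libraries labelled AT3 and 41.8 and 297 in BT3. In the libraries labelled AT3H1 it was 24.25 and 388, and in BT3H1 2.80 and 84.5. High levels of both genes were therefore also seen in libraries labelled 9311, at T3H1.

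The paper does not discuss single new genes. In BT3 against BCK, 588 of 1506 new genes (39.0%) had an adjusted p under 0.05, 245 upregulated and 343 downregulated, against 33.5% of the annotated genes. In AT1 these were 467 new genes, in BT1 368, and in the libraries labelled AT3 341. If the counts of new genes were reads shared with a similar annotated gene, each would follow an annotated gene closely. The median of the largest correlation with an annotated gene was 0.921 over the 588 new genes and 0.912 over as many annotated DEGs, so the measure is high for both and does not separate shared reads from common regulation. A response of the new genes to cold cannot be told apart from reads shared with similar genes and is a hypothesis.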

How the results depend on the processing

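BCK as the control of the libraries labelled AT3 and AT3H1 was chosen only after the results were seen; all other alternatives were set before the data were examined. The counts of expressed genes, the genes retained for the network, and every count at a log2 fold change of at least 1 stayed within 1.5 times their value under each alternative that was run. So did the total number of modules with power 9, a signed network or without BT1 replicate 3, and the number above 0.6 for 1 treatment, which was 31, 20 and 27 against 23, although single treatments gained or lost modules. With BCK as the control, the libraries labelled AT3 and AT3H1 stayed within 1.5 times as well. A gene set test was not run, because no product names match the identifiers.

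With DESeq2, DEGs numbered 3458 in AT1H1, 9044 in the libraries labelled AT3, 7617 in the libraries labelled AT3H1, 8572 in BT1, 5148 in BT1H1, 5313 in BT1H3, 5829 in BT3H1 and 7549 in BT3H3. The union of DEGs was 17028 in 9311 and 18611 in DC907 under this setting. Genes with a cultivar difference numbered 39 at T1, 219 at T1H1, 465 at T3 and 790 at T3H1 under this setting. The upregulated share was 52.1% in AT1 and 55.1% in BT1 under this setting. At an adjusted p under 0.5, DEGs numbered 17633 in AT1, 13733 in AT1H1, 16307 in the libraries labelled AT3, 15860 in the libraries labelled AT3H1, 17001 in BT1, 14530 in BT1H1, 15294 in BT1H3, 18141 in BT3, 15753 in BT3H1 and 16077 in BT3H3. The union of DEGs was 23542 in 9311, 24439 in DC907 and 25187 over all under this setting. The upregulated share was 46.8% in AT1, 48.7% in BT1 and 47.6% in BT3 under this setting. With all 36 libraries in 1 fit, DEGs numbered 11618 in AT1, 1408 in AT1H1, 12651 in the libraries labelled AT3, 9843 in the libraries labelled AT3H1, 10680 in BT1, 4667 in BT1H1, 3338 in BT1H3, 4620 in BT3H1 and 7216 in BT3H3. The union of DEGs was 19799 in 9311, 18713 in DC907 and 22897 over all under this setting. Genes with a cultivar difference numbered 570 at T3 and 440 at T3H1 under this setting. The upregulated share was 45.6% in AT1, 50.1% in the libraries labelled AT3, 43.5% in BT1 and 46.0% in BT3 under this setting. With at least 10 counts in every library, DEGs numbered 67 in AT1H1 and 1088 in BT1H3. The upregulated share was 52.4% in AT1, 44.3% in the libraries labelled AT3, 53.9% in BT1 and 48.0% in BT3 under this setting. With median-ratio size factors, genes with a cultivar difference numbered 15 at T3H1. Without a filter on low counts, DEGs numbered 26 in BT1H3. Genes with a cultivar difference numbered 2 at T1 under this setting. The upregulated share was 53.4% in AT1 and 54.9% in BT1 under this setting. With the replicate number as a block, DEGs numbered 0 (with 8296 at an unadjusted p under 0.05) in AT1, 0 (with 4269 at an unadjusted p under 0.05) in AT1H1, 0 (with 6447 at an unadjusted p under 0.05) in the libraries labelled AT3, 1703 in the libraries labelled AT3H1, 1457 in BT1, 0 (with 5714 at an unadjusted p under 0.05) in BT3H1 and 0 (with 6446 at an unadjusted p under 0.05) in BT3H3. The union of DEGs was 1703 in 9311, 7571 in DC907 and 8304 over all under this setting. Genes with a cultivar difference numbered 0 (with 519 at an unadjusted p under 0.05) at T1, 1 at T3 and 11 at T3H1 under this setting. The upregulated share was 75.6% in BT1 under this setting. On log2 of the FPKM plus 0.1, treatment-specific genes numbered 7 in ACK, 31 in AT1, 1 in AT1H1, 426 in the libraries labelled AT3, 123 in the libraries labelled AT3H1, 4 in BCK, 41 in BT1, 0 in BT1H1, 2 in BT1H3, 100 in BT3, 3 in BT3H1 and 26 in BT3H3. On log2 of the FPKM plus 1, treatment-specific genes numbered 16 in ACK, 46 in AT1, 8 in AT1H1, 475 in the libraries labelled AT3, 185 in the libraries labelled AT3H1, 10 in BCK, 60 in BT1, 0 in BT1H1, 8 in BT1H3, 166 in BT3, 8 in BT3H1 and 44 in BT3H3. Those above 0.6 for 1 treatment numbered 10 under this setting. Without the filter on the median absolute deviation, treatment-specific genes numbered 402 in ACK, 109 in AT1H1, 436 in BT1, 189 in BT1H1 and 819 in BT3. At r above 0.7, treatment-specific genes numbered 20 in ACK, 134 in AT1, 21 in AT1H1, 575 in the libraries labelled AT3, 374 in the libraries labelled AT3H1, 45 in BCK, 95 in BT1, 7 in BT1H1, 37 in BT1H3, 272 in BT3, 34 in BT3H1 and 161 in BT3H3. Merging above 0.75, the modules numbered 35 and those above 0.6 for 1 treatment numbered 12.

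Leaving out each of the 6 libraries in turn, DEGs ranged from 1174 to 7497 in AT1, 0 to 5327 in AT1H1 (2759 to 3748 at an unadjusted p under 0.05 in the fits with 0), 0 to 6652 in the libraries labelled AT3 (6046 to 7102 at an unadjusted p under 0.05 in the fits with 0), 0 to 5325 in the libraries labelled AT3H1 (5790 to 6095 at an unadjusted p under 0.05 in the fits with 0), 46 to 4965 in BT1, 0 to 3 in BT1H1 (4460 to 6925 at an unadjusted p under 0.05 in the fits with 0), 0 to 3119 in BT1H3 (4132 to 6293 at an unadjusted p under 0.05 in the fits with 0), 928 to 7761 in BT3, 0 to 3080 in BT3H1 (4686 to 5399 at an unadjusted p under 0.05 in the fits with 0) and 0 to 4115 in BT3H3 (6422 to 6987 at an unadjusted p under 0.05 in the fits with 0). Without replicate 1, 2 or 3 of every group the union ranged from 0 to 11179 in 9311 (10565 at an unadjusted p under 0.05 in the fit with 0), 2792 to 4778 in DC907 and 2792 to 12176 over all. Over the 12 fits that each left out 1 library, genes with a cultivar difference ranged from 0 to 7 at T1 (592 to 2230 at an unadjusted p under 0.05 in the fits with 0), 0 to 2 at T1H1 (1358 to 2742 at an unadjusted p under 0.05 in the fits with 0), 7 to 16 at T3 and 4 to 157 at T3H1. The upregulated share ranged from 53.1% to 72.2% in AT1, 43.4% to 53.9% in the libraries labelled AT3, 53.2% to 95.7% in BT1 and 49.6% to 74.5% in BT3. Treatment-specific genes ranged, with each library of the treatment left out, from 98 to 757 in ACK, 213 to 307 in AT1, 23 to 50 in AT1H1, 380 to 832 in the libraries labelled AT3H1, 140 to 502 in BCK, 174 to 341 in BT1, 19 to 123 in BT1H1, 40 to 72 in BT1H3, 329 to 545 in BT3, 82 to 122 in BT3H1 and 257 to 382 in BT3H3.

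Over the listed pairs of gene and treatment, the sign reversed for 1 gene, BGIOSGA029689 (TIFY10C). Outside the list it also did for other named genes, such as BGIOSGA002927 in the libraries labelled AT3, in 2 of 6 fits that left out 1 library (-1.43 to 0.22). In AT1 the log2 fold change of BGIOSGA029689 was -0.35, and 0.63 without ACK replicate 2; over the 6 fits that left out 1 library it ran from -0.87 to 0.63. It was 0.04 in the libraries labelled AT3, and -0.02 without a filter, -0.09 with at least 10 counts in every library, and -0.38, -0.29, -0.20 and -0.20 without ACK replicate 1, ACK replicate 3, AT3 replicate 1 and AT3 replicate 2. All 6 fits that left out 1 library ran from -0.38 to 1.08. Other named genes changed their side of the threshold and kept their sign: 0 weaker, 19 stronger with DESeq2, 2 weaker, 19 stronger with all 36 libraries in 1 fit, 41 weaker, 1 stronger with the block, 8 weaker, 0 stronger without a filter, 0 weaker, 2 stronger with at least 10 counts, 1 weaker, 0 stronger with median-ratio size factors, 4 weaker, 3 stronger with BCK as the control, and 177 weaker, 26 stronger over all fits that left out 1 library. For 4 pairs of gene and treatment DESeq2 gave no p, and these have no value for it. For none of these changes was the cause tested. On simulated counts edgeR with the block recovered none of the changed genes, so a low count with the block does not tell how many genes changed. Without the block edgeR recovered 31.3% of them and DESeq2 71.5%, and DESeq2 made 104 calls without any change, fewer than it made in any comparison with a control. In a simulated difference between cultivars DESeq2 made 95 false calls, more than the 39 genes it called at T1. The simulated genes varied independently, so these simulated counts need not hold for the real libraries.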

Differences from the paper's values

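The exact tests between treatments and the list of genes below were chosen only after the results were seen, and none of the values was picked for its distance to the paper's.

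For AT1, 6912 DEGs were called against the paper's 2911, with 3805 upregulated against the paper's 2034 and 3107 downregulated against the paper's 877. Within 1.5 times the paper's value were 4271 DEGs without AT1 replicate 1, 3815 DEGs without AT1 replicate 2, 2810 upregulated genes without ACK replicate 1, 2680 upregulated genes without AT1 replicate 1 and 2465 upregulated genes without AT1 replicate 2; no other alternative set before the data were examined was. For AT1H1, 2 DEGs were called against the paper's 174, with 2 upregulated against the paper's 143 and 0 downregulated against the paper's 31. The values within 1.5 times the paper's were 174 DEGs without ACK replicate 1 and 22 downregulated genes with at least 10 counts in every library; no other alternative set before the data were examined was. For the libraries labelled AT3, 4542 DEGs were called against the paper's 1104, with 2345 upregulated against the paper's 576 and 2197 downregulated against the paper's 528. Within 1.5 times the paper's value were 1366 DEGs without ACK replicate 1, 593 upregulated genes without ACK replicate 1 and 773 downregulated genes without ACK replicate 1; no other alternative set before the data were examined was. For the libraries labelled AT3H1, 3226 DEGs were called against the paper's 1023, with 1483 upregulated against the paper's 522 and 1743 downregulated against the paper's 501. None of the alternatives set before the data were examined came within 1.5 times the paper's values, nor did BCK as the control, chosen after seeing the values. For BT1, 5292 DEGs were called against the paper's 2170, with 3017 upregulated against the paper's 1612 and 2275 downregulated against the paper's 558. Within 1.5 times the paper's value were 1457 DEGs with the replicate number as a block, 2503 DEGs without BCK replicate 3, 1102 upregulated genes with the replicate number as a block, 1754 upregulated genes without BCK replicate 1, 2166 upregulated genes without BCK replicate 2 and 1340 upregulated genes without BCK replicate 3; no other alternative set before the data were examined was. For BT1H1, 0 DEGs were called against the paper's 232, with 0 upregulated against the paper's 73 and 0 downregulated against the paper's 159; at an unadjusted p under 0.05 there were 6546. None of the alternatives set before the data were examined came within 1.5 times the paper's values. For BT1H3, 0 DEGs were called against the paper's 285, with 0 upregulated against the paper's 182 and 0 downregulated against the paper's 103; at an unadjusted p under 0.05 there were 6968. Within 1.5 times the paper's value were 257 upregulated genes without BCK replicate 1; no other alternative set before the data were examined was. For BT3, 7898 DEGs were called against the paper's 4380, with 4002 upregulated against the paper's 2658 and 3896 downregulated against the paper's 1722. The values within 1.5 times the paper's were 5981 DEGs without BCK replicate 3, 4982 DEGs without BT3 replicate 1, 4200 DEGs without BT3 replicate 2, 3749 upregulated genes at a log2 fold change of at least 1, 3696 upregulated genes without a filter on low counts, 3708 upregulated genes with the replicate number as a block, 3290 upregulated genes without BCK replicate 1, 3151 upregulated genes without BCK replicate 3, 2561 upregulated genes without BT3 replicate 1, 2573 upregulated genes without BT3 replicate 2, 3207 upregulated genes with at least 10 counts in every library, 2421 downregulated genes without BT3 replicate 1 and 1627 downregulated genes without BT3 replicate 2; no other alternative set before the data were examined was. For BT3H1, 1714 DEGs were called against the paper's 592, with 819 upregulated against the paper's 292 and 895 downregulated against the paper's 300. Within 1.5 times the paper's value were 582 DEGs without BCK replicate 3, 199 upregulated genes without BCK replicate 3 and 383 downregulated genes without BCK replicate 3; no other alternative set before the data were examined was. For BT3H3, 4095 DEGs were called against the paper's 953, with 1894 upregulated against the paper's 345 and 2201 downregulated against the paper's 608. None of the alternatives set before the data were examined came within 1.5 times the paper's values.

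The DEGs of 9311 numbered 10307 against the paper's 4178, and 4340 without replicate 1 fell within 1.5 times the paper's value. The DEGs of DC907 numbered 12132 against the paper's 6054, and 7571 with the replicate number as a block, 4778 without replicate 1 and 4330 without replicate 2 fell within 1.5 times the paper's value. The DEGs of any comparison numbered 15222 against the paper's 7506, and 8304 with the replicate number as a block and 7326 without replicate 1 fell within 1.5 times the paper's value.

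The modules numbered 63 against the paper's 26, and 35 merging above 0.75 fell within 1.5 times it. Those with an eigengene correlation above 0.6 with 1 treatment numbered 23 against the paper's 13, and 10 on log2 of the FPKM plus 1 and 12 merging above 0.75 fell within 1.5 times it. The total of genes listed and the number retained for the network were each within 1 gene of the paper's.

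The paper's text ranks BT1H3 as the DC907 treatment with the fewest DEGs, while its Table 1 gives 285 there and 232 in BT1H1, both the paper's values. Both BT1H1 and BT1H3 had 0 here, with 6546 and 6968 at an unadjusted p under 0.05. The paper puts the upregulated share of DC907 above that of 9311 on day 3, with a gap larger than on day 1. It was 50.7% in BT3 and 51.6% in the libraries labelled AT3, and 57.0% in BT1 and 55.0% in AT1. In both cultivars the paper's share falls from day 1 to day 3, and the share fell here as well, by less than the spread between the fits that left out 1 library. With all 36 libraries in 1 fit it rose instead, from 45.6% in AT1 to 50.1% in the libraries labelled AT3 and from 43.5% in BT1 to 46.0% in BT3, and at an adjusted p under 0.5 from 46.8% in AT1 to 50.7% in the libraries labelled AT3. The paper's text names AT1 replicate 3 as the library with a low share of mapped reads, while its supplementary table gives 67.5% for BT1 replicate 3 and 90.6% for AT1 replicate 3, both the paper's values. The paper gives CK and T1 as the treatments with the most genes of low expression. In 9311 AT1 had 4021 such genes, the libraries labelled AT3 3916 and ACK 3621, and in DC907 BT1 had 4085, BT3 3840 and BCK 3782.

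The paper describes the genes that follow as induced or upregulated, by identifier in its text or by a label of Fig. 4, and their adjusted p was 0.05 or more. The glutathione peroxidase gene BGIOSGA016904 had a log2 fold change of 3.21 in the libraries labelled AT3, with 3 of 3 libraries on that side of the mean of ACK (adjusted p = 0.064 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 6.5e-05 to 0.27 over the alternatives with every library), and DESeq2, the fit of all 36 libraries and the fit without AT3 replicate 2 called it. The NCED gene BGIOSGA037804 had a log2 fold change of 1.57 in the libraries labelled AT3, with 3 of 3 libraries on that side of the mean of ACK (adjusted p = 0.37 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.16 to 0.57 over the alternatives with every library), and no setting called it. The CYP707A7 gene BGIOSGA029635 had a log2 fold change of 2.28 in the libraries labelled AT3, with 2 of 3 libraries on that side of the mean of ACK (adjusted p = 0.15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.026 to 0.48 over the alternatives with every library), and the fit of all 36 libraries and the fit without AT3 replicate 2 called it. The SAPK2 gene BGIOSGA026164 had a log2 fold change of 1.31 in the libraries labelled AT3, with 3 of 3 libraries on that side of the mean of ACK (adjusted p = 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.0022 to 0.16 over the alternatives with every library), and DESeq2, the fit of all 36 libraries and the fit without AT3 replicate 2 called it. The SAPK2 gene BGIOSGA026164 had a log2 fold change of 1.80 in BT1, with 3 of 3 libraries on that side of the mean of BCK (adjusted p = 0.062 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.002 to 0.11 over the alternatives with every library), and DESeq2, the fit of all 36 libraries, at least 10 counts and the fit without BCK replicate 1 called it. The SAPK2 gene BGIOSGA026164 had a log2 fold change of 0.98 in BT3, with 3 of 3 libraries on that side of the mean of BCK (adjusted p = 0.19 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.067 to 0.25 over the alternatives with every library), and the fit without BCK replicate 1 called it. The CKX8 gene BGIOSGA016782 had a log2 fold change of 3.38 in BT3, with 3 of 3 libraries on that side of the mean of BCK (adjusted p = 0.069 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.0078 to 0.076 over the alternatives with every library), and DESeq2, the fit of all 36 libraries and the fit without BCK replicate 1 called it. The glutamate decarboxylase gene BGIOSGA012193 had a log2 fold change of 3.93 in BT1, with 3 of 3 libraries on that side of the mean of BCK (adjusted p = 0.12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.0082 to 0.16 over the alternatives with every library), and the fit of all 36 libraries and the fit without BCK replicate 2 called it. The glutamate decarboxylase gene BGIOSGA012193 had a log2 fold change of 4.33 in BT3, with 3 of 3 libraries on that side of the mean of BCK (adjusted p = 0.099 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.0039 to 0.11 over the alternatives with every library), and DESeq2, the fit of all 36 libraries, the block and the fit without BCK replicate 2 called it.

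The ITPK2 gene BGIOSGA012174 had a log2 fold change of 1.05 in the libraries labelled AT3, with 3 of 3 libraries on that side of the mean of ACK (adjusted p = 0.085 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.019 to 0.21 over the alternatives with every library), and DESeq2, the fit of all 36 libraries, BCK as the control and the fit without AT3 replicate 2 called it. The CAM1-3 gene BGIOSGA012515 had a log2 fold change of 1.96 in the libraries labelled AT3, with 3 of 3 libraries on that side of the mean of ACK (adjusted p = 0.056 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.0017 to 0.18 over the alternatives with every library), and DESeq2, the fit of all 36 libraries and the fits without ACK replicate 2 and without AT3 replicate 2 called it. The ERS2 gene BGIOSGA018780 had a log2 fold change of 1.68 in the libraries labelled AT3, with 3 of 3 libraries on that side of the mean of ACK (adjusted p = 0.091 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.0015 to 0.28 over the alternatives with every library), and DESeq2, the fit of all 36 libraries and the fit without AT3 replicate 2 called it. The ERS2 gene BGIOSGA018780 had a log2 fold change of 1.31 in BT3, with 3 of 3 libraries on that side of the mean of BCK (adjusted p = 0.066 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.013 to 0.13 over the alternatives with every library), and DESeq2, the fit of all 36 libraries and the fit without BT3 replicate 2 called it. The α-amylase gene BGIOSGA028835 had a log2 fold change of 3.40 in BT1, with 3 of 3 libraries on that side of the mean of BCK (adjusted p = 0.077 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.0098 to 0.11 over the alternatives with every library), and DESeq2 and the fit without BT1 replicate 3 called it. BGIOSGA013244, an NCED gene by the paper's text, had a log2 fold change of 0.44 in BT3, with 2 of 3 libraries on that side of the mean of BCK (adjusted p = 0.38 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.19 to 0.48 over the alternatives with every library), and no setting called it. Fig. 4d reads BGIOSGA013214 instead, which was called in BT3 with a log2 fold change of 3.88. The spelling in the text may therefore not be the gene meant. The paper presumes that the MYB genes that follow have very high expression levels in recovery, without a call. The MYB gene BGIOSGA005283 had a log2 fold change of 0.98 in BT3H1, with 3 of 3 libraries on that side of the mean of BCK (adjusted p = 0.17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.1 to 0.37 over the alternatives with every library), and no setting called it. The MYB gene BGIOSGA019054 had a log2 fold change of 1.13 in BT3H1, with 3 of 3 libraries on that side of the mean of BCK (adjusted p = 0.055 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.00059 to 0.16 over the alternatives with every library), and DESeq2 and at least 10 counts called it. The paper calls 4 genes of trehalose 6-phosphate upregulated in BT3 without identifiers, and says that they differed from those of the first day. Of the genes that Fig. 4c labels trehalose 6-phosphate phosphatase, 1 was not called in BT3. This gene was called in AT1 and may not be among the 4, so its value need not differ from the paper. The trehalose 6-phosphate phosphatase gene BGIOSGA028653 had a log2 fold change of 1.44 in BT3, with 3 of 3 libraries on that side of the mean of BCK (adjusted p = 0.19 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.095 to 0.23 over the alternatives with every library), and the fit without BCK replicate 1 called it. The lipoxygenase gene BGIOSGA037588, which the paper calls highly expressed in BT3, fell under the filter on low counts and was not tested.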

Other observations

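The marker genes and their tests, the splits of the libraries, the relation between same-numbered libraries and BCK as the control were chosen only after the results were seen; the relations of the spread to depth, GC content, mapping, the top genes and gene length, and the search for genes that part all libraries, were chosen before.

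No gene of 25946 parted the 15 libraries of 9311 in CK, T1, T1H1, T3 and T3H1 from the 15 of DC907 in the same stages, and 100 of 100 relabellings of the cultivar gave at least as many, as they have to beside a count of 0. Within CK, T1 and T1H1, 74 genes parted 9 libraries from 9 with a log2 difference of at least 2, and 1 of 100 relabellings, the real one, gave as many; the largest of the random ones gave 23. Of these marker genes 43 were higher in 9311 and 31 in DC907. The libraries labelled AT3 and AT3H1 lay on the DC907 side for 82.4% of them or more, and libraries of the other 9311 treatments, each read on markers chosen without it, for 24.6% or less. The libraries labelled DC907, those used for the markers again read on markers chosen without them, lay there for 73.1% or more, so an exchange of names with them is not seen. A wrong name on the 6 libraries is a candidate explanation. Of the marker genes, 8 changed their mean by at least 2 on the log2 scale in BT3 against BCK and 64 in the libraries labelled AT3 against ACK. The 43 higher in 9311 were chosen for being low in DC907 and could not fall there. For them these counts cannot tell a response to 3 days of cold from a wrong name. The 31 higher in DC907 had room to change, and their median level in BT3 was 40.5% of that in DC907. In the libraries labelled AT3 it was 58.8%, although they were chosen for being low in 9311. A rise in the cold common to both cultivars is not seen for these 31, while a rise in 9311 alone stays open. A mixture of plants of both cultivars would leave part of the level of the markers higher in 9311, and their median level in the libraries labelled AT3 was 0% of that in 9311. The markers higher in DC907 stood at 58.8% and 55.0% of their DC907 level in the libraries labelled AT3 and AT3H1, and at 40.5% and 109% in BT3 and BT3H1. The markers lie close together in the order of identifiers. Of the annotated ones, 16 lay from BGIOSGA010277 to BGIOSGA010636 and 10 from BGIOSGA012745 to BGIOSGA013108. Of the 42 annotated markers 15 had another within 5 identifiers, against a median of 0 and at most 7 in 10000 random sets of DEGs of the libraries labelled AT3 (permutation p = 0.0001, the smallest they can give). Within 20 identifiers it was 29 against a median of 2 and at most 11. As the markers were chosen in CK, T1 and T1H1, this order says nothing about a response of the libraries labelled AT3. The paper describes its cold-tolerant line as near-isogenic, made by bringing a cold-tolerance QTL into 9311. Whether the markers lie in introduced segments was not tested, because coordinates are not given. Set against BT3 and BT3H1 by the same rule, the libraries labelled AT3 and AT3H1 differed in 33 genes, 0 of them among the markers. As they lay on the DC907 side for most markers, little overlap was possible. With as many libraries, ACK and AT1H1 differed from BCK and BT1H1 in 130 genes. With BCK as the control, 4396 genes were called for the libraries labelled AT3 and 2870 for those labelled AT3H1, against 4542 and 3226 with ACK. Whether and how a name is wrong cannot be told from these values, and the hypothesis was found and tested on the same data.

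Of the variance of log2 CPM over 21665 genes, 28.6% lay within the groups of 3 libraries, and 31.0% of that on 1 axis. The scores of the 36 libraries on this axis correlated with library depth at r = -0.00 (rho = 0.03; permutation p = 0.99 and 0.89, shuffled within groups). With the GC content of the reads r was -0.29 (rho = -0.27; permutation p = 0.24 and 0.2), with the share of reads mapped 0.12 (rho = 0.19; permutation p = 0.39 and 0.36), and with the share of counts in the 20 genes with the most counts -0.36 (rho = -0.30; permutation p = 0.14 and 0.13). Adjusted over these 4 relations by the Benjamini-Hochberg method, the permutation p of r was 0.99, 0.49, 0.52 and 0.49. Without the 2 libraries farthest from the median of each measure, r was -0.09, -0.26, 0.12 and -0.20. Across genes, which are not independent replicates, the loadings correlated with gene length at -0.00. Same-numbered libraries of different groups deviated alike with a mean correlation of 0.015 (permutation p = 0.19 in 2000 shuffles). No relation was shown with any of these, and depth, GC content, mapping, the top genes and gene length were set against this axis alone and not against the next, with 15.4%. No biological explanation was tested for the spread.

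For each comparison with a control, the 6 libraries can be split in 10 ways, and 4 of them part all same-numbered pairs as the real split does. For AT1, AT1H1, the libraries labelled AT3, the libraries labelled AT3H1, BT1, BT3, BT3H1 and BT3H3, only the real split, 1 of 4, gave as many DEGs, and the other splits gave at most 0 each. For BT1H1 and BT1H3, 4 of 4 did, since the real split gave 0, with 6546 and 6968 genes at an unadjusted p under 0.05. So few splits cannot give a share under 0.05, whatever the libraries hold. On simulated counts with 198 changed genes the test made 3 false calls. The real comparisons with any DEG had 2 in AT1H1 and 1714 or more elsewhere. At a fixed adjusted p the number of false calls can grow with the number of calls, and the simulated genes varied independently. The 3 false calls therefore do not tell how many of the real calls are false.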
